# Photo-isolation chemistry for high-resolution and deep spatial transcriptome with mouse tissue sections

**DOI:** 10.1016/j.xpro.2022.101346

**Published:** 2022-04-22

**Authors:** Mizuki Honda, Ryuichi Kimura, Akihito Harada, Kazumitsu Maehara, Kaori Tanaka, Yasuyuki Ohkawa, Shinya Oki

**Keywords:** Gene Expression, Molecular Biology, Molecular/Chemical Probes, RNAseq, Sequence analysis, Sequencing

## Abstract

Photo-isolation chemistry (PIC) enables isolation of transcriptome information from locally defined areas by photo-irradiation. Here, we present an optimized PIC protocol for formalin-fixed frozen and paraffin mouse sections and fresh-frozen mouse sections. We describe tissue section preparation and permeabilization, followed by *in situ* reverse transcription using photo-caged primers. We then detail immunostaining and UV-mediated uncaging to the target areas, followed by linear amplification of uncaged cDNAs, library preparation, and quantification. This protocol can be applied to various animal tissue types.

For complete details on the use and execution of this protocol, please refer to Honda et al. (2021).

## Highlights

• Preparation of tissue sections and permeabilization
• *In situ* reverse transcription using photo-caged primers
• Immunostaining and UV irradiation to the ROIs
• Linear amplification of uncaged cDNAs before sequencing

## Before you begin

Photo-isolation chemistry (PIC) is a spatial transcriptome method for locally defined areas with the advantages of high spatial resolution and detection depth, ranging from large to small areas such as brain fields, embryonic tissues, single cells, and intracellular structures. PIC comprises the following five processes: (1) Sections are prepared from fresh or fixed tissues and permeabilized with HCl or Tris-EDTA (TE); (2) mRNAs are reverse-transcribed *in situ* with photo-caged primers; (3) the regions of interest (ROIs) are labeled by immunostaining and/or nuclear staining; (4) cDNA-conjugated primers are uncaged by photo-irradiation; (5) uncaged cDNAs are selectively amplified by *in vitro* transcription (IVT) before sequencing. Once tissue sections are prepared, two days are required to prepare sequencing libraries with standard molecular biology equipment and expertise.

### Tissue preparation

The efficiency of *in situ* reverse transcription (RT) is best with fresh-frozen sections, followed by formalin-fixed frozen and paraffin sections (Figure 1A). However, formalin-fixed tissues have greater advantages in preserving tissue morphologies and preventing the dissipative loss of marker molecules for the visualization of ROIs, such as immunostaining and reporter protein antigens. In our experience, proteins that are less interactive with other molecules, such as GFP, are lost easily and need to be fixed (Figure 1B), whereas transcription factors and the proteins composing liquid-liquid phase separation are often detected without fixation. Furthermore, because RNAs are bound by various proteins and covalently cross-linked by formalin fixation, a permeabilization step is necessary to eliminate these interferences before *in situ* RT. In our experience, briefly soaking the sections in HCl solution or heating them in TE solution is effective for fresh-frozen sections, whereas only the latter is effective for formalin-fixed tissues. Therefore, with a tissue for the first trial, both unfixed and fixed frozen sections were prepared and permeabilized with HCl or TE before immunostaining for ROI labeling (Figure 1A). If ROIs can be identified simply by nuclear staining, the fresh-frozen section is the best choice. If only paraffin sections were available, permeabilization with TE alone was tested. Therefore, the optimal conditions should be selected by evaluating the balance of tissue morphology, preservation of marker antigens, and efficiency of *in situ* RT.

**Figure 1:**
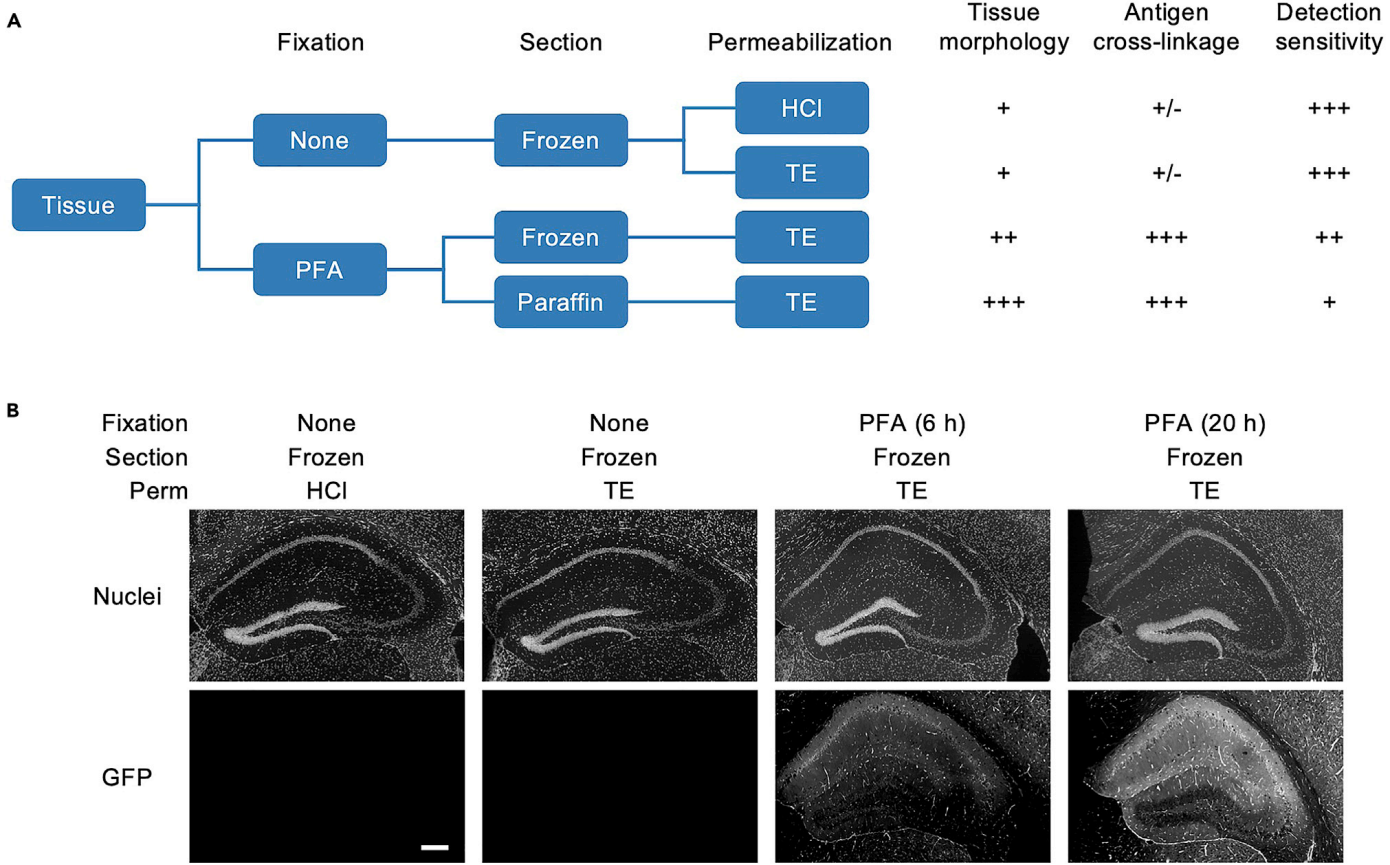
Selection guide for fixation and permeabilization (A) The selection chart for tissue fixation and permeabilization. The fresh-frozen section provides the greatest efficiency for *in situ* RT when permeabilized with HCl or TE, but is inferior to the fixed samples in terms of preservation of tissue morphology and antigen cross-linkage. Formalin-fixed frozen or paraffin sections preserve tissue morphology and antigen cross-linkage for immunolabeling to a greater extent. (B) Brain sections from the hippocampal region in GFP-expressing mice are shown to explain the importance of antigen cross-linkage. GFP was mostly lost in fresh-frozen sections after HCl or TE permeabilization, but preserved in tissues with longer formalin fixation, even after heating with TE. Scale bars, 200 μm.

### Synthesis of caged RT primer

Purchase 50 μmol of 6-nitropiperonyloxymethyl NPOM-caged dT-CE phosphoramidite (Glen Research; #10-1534-95; Young et al., 2009) per construct and send it to the oligo house to synthesize caged RT primers, with the sequence shown in Figure 2A, by which at least 2 O.D. (≃66 μg) of the caged RT primers will be obtained. When caged RT primers with various barcode sequences, multiple samples can be pooled after photo-irradiation and cell lysis, thus reducing the cost of library synthesis for multiple samples.

**CRITICAL:** HPLC purification must not be ordered because UV is used for size evaluation and uncages NPOM moieties; rather, an oligonucleotide purification cartridge (OPC) grade should be ordered for purification. It is preferable to order it as a dried product in a light-shielded tube. After receiving, the product can be stored at −20°C in light-shielded storage even when dissolved in 500 ng/μL with nuclease-free water. In later experiments, samples should be shielded from light during extended incubation times (Figure 3A), such as *in situ* RT and antibody reactions, but other than that, it is acceptable to perform the experiment under normal fluorescent light.

**Figure 2:**
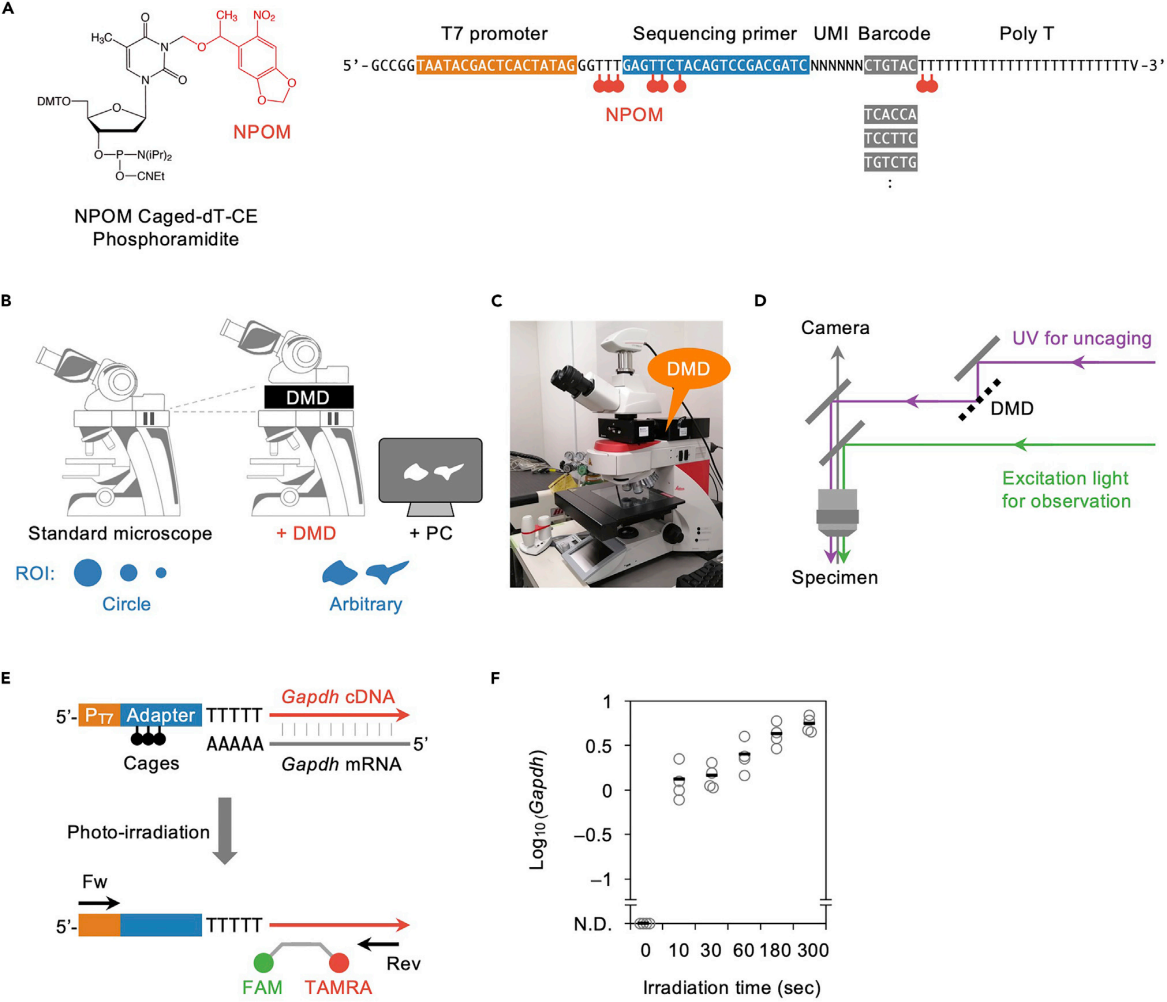
Setting up the photo-irradiation system (A) The structure of NPOM-caged dT and the sequence of NPOM-caged RT primers with multiple barcodes. (B–D) Only circle-shaped light is emitted by a standard fluorescent microscope, but arbitrary shaped light is available when using a DMD (B), which can be extrapolated to most microscopes (C) to irradiate the UV for uncaging through a light path distinct from that originally supplied with the microscope (D). (E and F) Experiments to optimize the irradiation time. The degree of uncaging is simply quantified using TaqMan qPCR and *Gapdh* (E), where given tissues are subjected to *in situ* RT with caged RT primers, photo-irradiated during various periods, and *Gapdh* is quantified using TaqMan qPCR to determine the necessary and sufficient irradiation time for uncaging.

**Figure 3:**
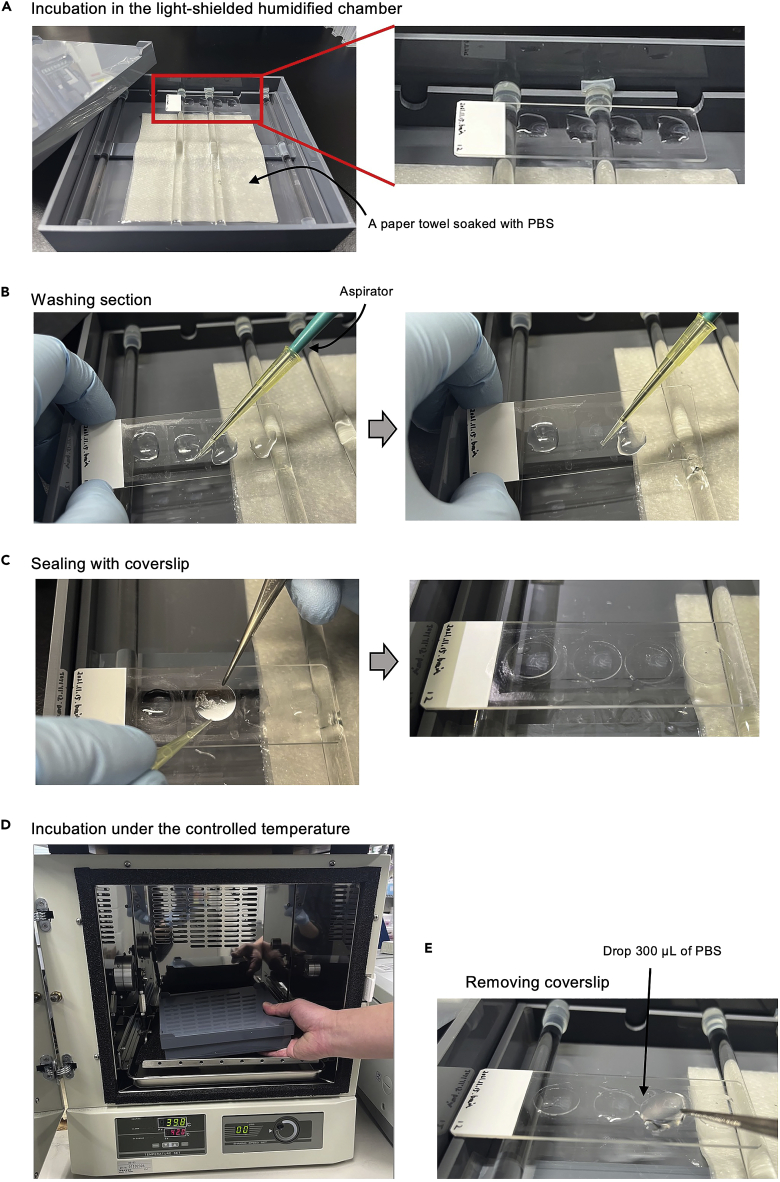
Images of critical handling (A) A Light-shielded and PBS-humidified chamber is used for long time incubation of the tissues such as for *in situ* RT and immunostaining. (B) Tissue sections are washed by dropping and aspirating PBS. (C) Sections are sealed with coverslip using tweezers and pipette tip, taking care that no air bubbles are present on the section. (D) A hybridization oven is used for temperature-controlled incubation for *in situ* RT and tissue lysis reaction. (E) It is easy to remove the coverslips by dropping 300 μL of PBS onto the glass slides, so that the coverslip floats and can be pinched with tweezers.

### Examination of irradiation time and cell number

Because NPOM moieties are dissociated at 365 nm as their maximum absorption wavelength, they can be uncaged by the light path and filter cubes often used to excite DAPI and Hoechst under a standard fluorescence microscope, but the light emitted from the objective lens is limited to a circular shape (Figure 2B). To narrow down the irradiation area, it is better to use a higher magnification objective lens. For example, the Leica DM6B can emit a φ250 μm excitation light with a 100× objective lens and can be narrowed down to φ16 μm using fluorescent field diaphragms, which are usually equipped with a standard fluorescence microscope. In contrast, a Digital mirror device (DMD) is appropriate for emitting light of an arbitrary shape according to the drawings on a computer (Figure 2B). We used Mightex Polygon1000-G, which has an excellent resolution by integrating a million micro-mirrors. Polygon1000-G can be extrapolated to upright or inverted microscopes from Leica, Zeiss, Olympus, and Nikon. We used a Leica DM6B upright microscope by mounting the Polygon1000-G between the lens barrel and the epi-illuminator module (Figure 2C). The light source of the DMD was separated from that originally supplied in the microscope to excite the probes for immunofluorescence (Figure 2D). The light source appropriate for the DMD-assisted uncaging is a high-power LED emitting around 365 nm, for which we used a product from Prizmatix (UHP-F-365 LED; 3 W). The above combination of microscope, DMD, and light source we have adopted is sufficient for uncaging with up to 3 min of irradiation. With other combinations, optimization of uncaging conditions is required, which can be easily tested using qPCR without sequencing. For instance, in our first setup, brain sections from adult mice were subjected to *in situ* RT with caged RT primers, and DMD-assisted UV irradiation was performed for 0, 10, 30, 60, 180, or 300 s with a 10× objective at maximum light power. Subsequently, tissue lysates were analyzed using TaqMan qPCR with primers against the T7 promoter and Gapdh 3′ UTR (Figure 2E), and sufficiently detected with photo-irradiation for longer than 3 min (Figure 2F).

### Library synthesis, sequencing, and data analysis

After photo-irradiation, library synthesis in PIC method is largely based on the workflow CEL-seq2 (Hashimshony et al., 2016), one of the most sensitive single-cell RNA-seq technologies. The total tissue lysate was collected and purified. Second strand DNA was synthesized using the nick translation method using RNase H, DNA polymerase I, and a DNA ligase mix, by which only the cDNAs derived from the photo-irradiated region are filled-in to the 5′ end of the T7 promoter, thereby allowing the cDNAs to be linearly amplified as RNAs (aRNAs) via IVT reaction. The libraries were further reverse-transcribed, followed by paired-end sequencing on the Illumina platform (Read 1: UMI and barcode, Read 2: cDNA). The given sequences were separated by the sample barcodes with UMI-tools and mapped to the reference genome using HISAT2. featureCounts and UMI-tools were used to generate UMI count data assigned to genes, and DESeq2 was used to extract DEGs.

### Institutional permissions

All research and animal care procedures were approved by Kyoto University Graduate School of Medicine Institutional Animal Care.

## Key resources table

**Table:** 

REAGENT or RESOURCE	SOURCE	IDENTIFIER
**Chemicals, peptides, and recombinant proteins**		

Nuclease-free water	Nacalai Tesque	Cat#06442-95
Distilled Water	Nacalai Tesque	Cat#49506-64
D-Limonene	Nacalai Tesque	Cat#09480-63
Phosphate buffered saline (PBS) tablets (pH 7.4)	Takara Bio	Cat#T9181
16% formaldehyde (w/v), methanol-free	Electron Microscopy Sciences	Cat#15710
Tris-EDTA buffer solution (TE buffer; pH 8.0)	Nacalai Tesque	Cat#32739-31
Triton X-100	Nacalai Tesque	Cat#35501-02
5 N HCl	Nacalai Tesque	Cat#7647-01-0
1 M Tris-HCl (pH 8.0)	Nacalai Tesque	Cat#06938-15
0.1% tTBS (10× TBST; pH 7.4)	Nacalai Tesque	Cat#12750-81
0.1 M DTT	Thermo Fisher Scientific	Cat#Y00147
Tween-20	Nacalai Tesque	Cat#28353-85
Proteinase K solution (20 mg/mL)	Kanto Chemical Co., Inc.	Cat#34060-96
5 M NaCl	Nacalai Tesque	Cat#06900-14
Polyethylene glycol 8,000 (50% w/v)	Nacalai Tesque	Cat#26065-54
Potassium Acetate	Nacalai Tesque	Cat#28404-15
Magnesium acetate tetrahydrate	Nacalai Tesque	Cat#20821-85
0.5 M EDTA (pH 8.0)	Nacalai Tesque	Cat#06894-85
Ethanol	Nacalai Tesque	Cat#14713-95
NPOM-caged-dT-CE Phosphoramidite	Glen Research	Cat#10-1534-95

**Critical commercial assay**		

SuperScript II reverse transcriptase (200 U/μL)	Thermo Fisher Scientific	Cat#18064071
5× First Strand Buffer	Thermo Fisher Scientific	Cat#Y00146
RNaseOUT (40 U/μL)	Thermo Fisher Scientific	Cat#10777019
dNTP (10 mM each)	New England Biolabs	Cat#N0447L
Qiagen MinElute PCR Purification kit	QIAGEN	Cat#28006
5× Second-Strand Buffer	Thermo Fisher Scientific	Cat#10812014
*E. coli* DNA polymerase I (10 U/μL)	Thermo Fisher Scientific	Cat#18010025
*E. coli* DNA ligase (10 U/μL)	Thermo Fisher Scientific	Cat#18052019
RNase H (2 U/μL)	Thermo Fisher Scientific	Cat#18021071
MEGAscript T7 Transcription Kit	Thermo Fisher Scientific	Cat#AMB13345
ATP (from the MEGAscript T7 Transcription Kit)	Thermo Fisher Scientific	Cat#B8114G5
GTP (from the MEGAscript T7 Transcription Kit)	Thermo Fisher Scientific	Cat#B8134G5
CTP (from the MEGAscript T7 Transcription Kit)	Thermo Fisher Scientific	Cat#B8124G5
UTP (from the MEGAscript T7 Transcription Kit)	Thermo Fisher Scientific	Cat#B8144G5
10× T7 reaction buffer (from the MEGAscript T7 Transcription Kit)	Thermo Fisher Scientific	Cat#B8156G5
10× Enzyme Mix (from the MEGAscript T7 Transcription Kit)	Thermo Fisher Scientific	Cat#B2720G5
TURBO DNase (from the MEGAscript T7 Transcription Kit)	Thermo Fisher Scientific	Cat#B2238G5
ExoSAP-IT Express PCR Product Cleanup	Thermo Fisher Scientific	Cat#75001.1.ML
AMPure XP beads	Beckman Coulter	Cat#A63881
RNAClean XP beads	Beckman Coulter	Cat#A63987
Phusion High-Fidelity PCR Master Mix	New England Biolabs	Cat#M0531L
High Sensitivity DNA Kit	Agilent Technologies	Cat#506704626
Ribonuclease A solution (10 mg/mL)	Nacalai Tesque	Cat#30100-31
Blocking One-P	Nacalai Tesque	Cat#05999-84
Nuclear Violet LCS1	AAT Bioquest	Cat#17543
PhiX Control v3	Illumina	Cat#FC-110-3001
SlowFade Diamond	Thermo Fisher Scientific	Cat#S36963

**Experimental models: Organisms/strains**		

Mouse: Slc:ICR, male, 8 weeks old	Charles River Laboratories	N/A

**Biological samples**		

Adult mouse brains (Slc:ICR, male, 8 weeks old)	Charles River Laboratories	N/A

**Oligonucleotides**		

NPOM-caged RT primer: GCCGGTAA TACGACTCACTATAGGGtttGAGttCt ACAGTCCGACGATCNNNNNNCTGT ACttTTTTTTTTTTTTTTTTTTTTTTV	Honda et al. (2021)	t = NPOM-caged dT
Read2+N6 primer: GCCTTGGCACCCG AGAATTCCANNNNNN	Honda et al. (2021)	N/A
Read1 Index primer: AATGATACGGCGA CCACCGAGATCTACAC[ACTGAGTT] GTTCAGAGTTCTACAGTCCGA	Honda et al. (2021)	Replace [ACTGAGTT] with an appropriate index
Read2 Index primer: CAAGCAGAAGACG GCATACGAGAT[AAGCCTTC] GTGACTGGAGTTCCTTGGCACCCGAG AATTCCA	Honda et al. (2021)	Replace [AAGCCTTC] with an appropriate index
T7 primer for TaqMan qPCR: GCCGGTA ATACGACTCACTATAGG	Honda et al. (2021)	N/A
Reverse primer for mGapdh: CAGCAAG GACACTGAGCAAG	Honda et al. (2021)	N/A
TaqMan probe for mGapdh: FAM- GTGGGTGCAGCGAACTTTATTGA-TAMRA	Honda et al. (2021)	N/A

**Software and algorithms**		

UMI-tools (version 1.0.0)	Smith et al. (2017)	https://github.com/CGATOxford/UMI-tools
Trim Galore! (version 0.6.6)	The Babraham Bioinformatics group	https://www.bioinformatics.babraham.ac.uk/projects/trim_galore/
HISAT2 (version 2.1.0)	Kim et al. (2019)	http://daehwankimlab.github.io/hisat2/
featureCounts (version 1.6.4)	Liao et al. (2014)	http://subread.sourceforge.net
R (version 3.5.2)	CRAN R project	https://www.r-project.org
DESeq2 (version 1.20.0)	Love et al. (2014)	https://bioconductor.org/packages/release/bioc/html/DESeq2.html

**Deposited data**		

Dataset	This paper	Gene Expression Omnibus (GEO) under accession code GSE195459

**Other**		

MAS-coated glass slides	MATSUNAMI	Cat#MAS-01
Round coverslip (φ15 mm)	MATSUNAMI	Cat#C015001
PAP PEN	BMS	Cat#BC-PAPPEN-S
Humidified chamber	Cosmo Bio Co., Ltd	Cat#10HTLS
Aspirator	AXEL	Cat#1-6198-01
Hybridization oven	TAITEC	Cat#HB-80
Fluorescence microscope	Leica Microsystems	Cat#DM6B
Digital mirror device (DMD)	Mightex Systems	Cat#Polygon1000-G
Dichroic mirror for DMD	Semrock	Cat#Di02-R442-25×36
LED light source for DMD	Prizmatix	Cat#UHP-F-365LED
Bioanalyzer	Agilent Technologies	Cat#2100
NovaSeq 6000 System	Illumina	Cat#200012850

## Materials and equipment

**Table:** Blocking solution

Reagent	Final concentration	Amount
Blocking One-P	0.5×	0.5 mL
1× TBST	0.5×	0.5 mL
**Total**	**n/a**	**1 mL**

Freshly prepare before use.

**Table:** Beads binding buffer

Reagent	Final concentration	Amount
50% w/v polyethylene glycol 8,000	20%	4 mL
5 M NaCl	2.5 M	5 mL
Nuclease-free water	n/a	1 mL
**Total**	**n/a**	**10 mL**

This can be stored at room temperature (23°C–25°C) for at least 1 year.

**Table:** Fragmentation Buffer

Reagent	Final concentration	Amount
1 M KOAc	0.5 M	5 mL
1.5 M MgOAc	0.15 M	1 mL
1 M Tris-HCl (pH 8.0)	0.2 M	2 mL
Nuclease-free water	n/a	2 mL
**Total**	**n/a**	**10 mL**

This can be stored at room temperature (23°C–25°C) for at least 1 year.

**Table:** Read1 and 2 Index primer (10 μM each)

Reagent	Final concentration	Amount
100 μM Read1 Index primer	10 μM	10 μL
100 μM Read2 Index primer	10 μM	10 μL
Nuclease-free water	n/a	80 μL
**Total**	**n/a**	**100 μL**

This can be stored at −20°C for at least 1 year.

**Table:** NPOM-caged RT primer mix

Reagent	Final concentration	Amount per section
Nuclease-free water	n/a	5 μL
NPOM-caged RT primer (500 ng/μL)	25 ng/μL	0.5 μL
dNTP mix (10 mM each)	0.5 mM	0.5 μL
**Total**	**n/a**	**6 μL**

Freshly prepare before use.

**Table:** First strand mix

Reagent	Final concentration	Amount per section
5× First Strand Buffer	1×	2 μL
0.1 M DTT	0.01 M	1 μL
RNaseOUT (40 U/μL)	2 U/μL	0.5 μL
SuperScript II Reverse Transcriptase (200 U/μL)	10 U/μL	0.5 μL
**Total**	**n/a**	**4 μL**

Freshly prepare before use.

**Table:** Second-strand mix

Reagent	Final concentration	Amount per tube
5× First Strand Buffer	0.5×	2 μL
5× Second-Strand Buffer	0.5775×	2.31 μL
dNTP mix (10 mM each)	0.115 mM	0.23 μL
*E. coli* DNA Polymerase I (10 U/μL)	0.15 U/μL	0.3 μL
*E. coli* DNA Ligase (10 U/μL)	0.04 U/μL	0.08 μL
RNase H (2 U/μL)	0.008 U/μL	0.08 μL
**Total**	**n/a**	**5 μL**

Freshly prepare before use.

**Table:** IVT mix

Reagent	Final concentration	Amount per tube
ATP	7.5 mM	1.6 μL
GTP	7.5 mM	1.6 μL
CTP	7.5 mM	1.6 μL
UTP	7.5 mM	1.6 μL
10× T7 reaction buffer	1×	1.6 μL
10× Enzyme Mix	1×	1.6 μL
**Total**	**n/a**	**9.6 μL**

Freshly prepare before use.

**Table:** aRNA–N6 primer mix

Reagent	Final concentration	Amount per tube
aRNA (step 83)	n/a	4.5 μL
Read2+N6 primer (250 ng/μL)	25 ng/μL	1 μL
dNTP mix (10 mM each)	0.5 mM each	0.5 μL
**Total**	**n/a**	**6 μL**

Freshly prepare before use.

**Table:** Reverse transcription mix

Reagent	Final concentration	Amount per tube
5× First Strand Buffer	1×	2 μL
0.1 M DTT	0.01 M	1 μL
RNaseOUT (40 U/μL)	2 U/μL	0.5 μL
SuperScript II Reverse Transcriptase (200 U/μL)	10 U/μL	0.5 μL
**Total**	**n/a**	**4 μL**

Freshly prepare before use.

**Table:** Library PCR mix

Reagent	Final concentration	Amount per tube
Nuclease-free water	n/a	10.4 μL
Read1 and 2 - Index primer (10 μM each)	0.8 μM each	3.6 μL
Phusion High-Fidelity PCR Master Mix (2×)	1×	22.5 μL
Secondary RT products (step 89)	n/a	8.5 μL
**Total**	**n/a**	**45 μL**

Freshly prepare before use.

## Step-by-step method details

### Post-fixation of tissue sections

**Timing: 15–80 min**

Before performing PIC experiments, prepare fresh-frozen sections or formalin-fixed frozen or paraffin sections at a thickness of 10 μm on MAS-coated glass slides. When using PFA and D-limonene, work in a fume hood.

1. The tissues are hydrated, washed, and fixed using PFA solution according to the following protocols for frozen (a) or paraffin (b) sections:
  **CRITICAL:** The liquid volume of PBS or PFA dropped on the sections depends on the size of the hydrophobic barrier surrounded by PAP PEN. For a 1 × 1 cm hydrophobic barrier, a volume of 50 μL of fluid is optimal to fully cover the sections and prevent leakage from the barrier. The following protocols describe a 1 × 1 cm hydrophobic barrier. Use an aspirator with a fine needle to remove the liquid.
  a. Frozen sections (≈15 min).
    i. Drop and aspirate 50 μL of PBS onto the section twice to remove the OCT compound (Figure 3B).
    ii. Drop 50 μL of 4% PFA in PBS onto the section and incubate at RT for 10 min.
    iii. Aspirate the PFA solution and wash tissue sections twice with 50 μL of PBS.
  b. Paraffin sections (≈80 min).
    i. Immerse the sections in a glass staining jar containing D-Limonene and incubate at RT for 5 min.
    ii. Repeat step (i) two more times with a separate glass staining jar.
    iii. Immerse sections in a glass staining jar containing ethanol (96%–100% [v/v]) and incubate at RT for 5 min.
    iv. Repeat step (iii) two more times with a separate glass staining jar.
    v. Immerse the sections in a glass staining jar containing 90% ethanol and incubate at RT for 5 min.
    vi. Immerse the sections in a glass staining jar containing 80% ethanol and incubate at RT for 5 min.
    vii. Immerse the sections in a glass staining jar containing nuclease-free water and incubate at RT for 15 min.
    viii. Remove glass slides from water, aspirate remaining water, and create a hydrophobic barrier around the section using PAP PEN.
    ix. Drop 50 μL of PBS onto the sections.
    x. Aspirate the PBS, drop 50 μL of 4% PFA in PBS onto the section and incubate at RT for 10 min.
    xi. Aspirate the PFA solution and wash the tissue sections twice with 50 μL of PBS.

### Permeabilization

**Timing: 35–75 min**

Permeabilization step is critical to enhancing the efficiency of *in situ* RT, as mentioned in “tissue preparation” of before you begin and Figure 1. Subsequent steps are performed on a laboratory bench suitable for molecular biological experiments.

2. Permeabilize sections with HCl (a) or TE (b) are as follows:
  a. HCl treatment (≈35 min).
    i. Aspirate PBS from the sections, drop 25 μL of 5% (v/v) Triton X-100 in PBS onto the section, and incubate at RT for 3 min.
      **CRITICAL:** The drop of 25 μL of Triton X-100 is the optimal volume to prevent leakage from a 1 × 1 cm hydrophobic barrier.
    ii. Aspirate Triton X-100 in PBS, wash the tissue sections twice with 50 μL of PBS.
    iii. Aspirate PBS, drop 50 μL of 0.1 N HCl in nuclease-free water on the section, and incubate at RT for 5 min.
    iv. Aspirate the HCl solution, drop 50 μL of 1 M Tris-HCl (pH 8.0) onto the section, and incubate at RT for 5 min.
    v. Aspirate the Tris solution, immerse the sections in preheated PBS at 65°C in a polypropylene staining jar and incubate in a hybridization oven for 5 min to extend the RNAs.
    vi. Immerse the sections in a polypropylene staining jar containing ice-cold PBS for at least 3 min until the sections are fully cooled.
    vii. Place a paper towel on the bottom of the humidified chamber and add 40 mL of PBS to balance the vapor pressure (Figure 3A).
      **CRITICAL:** Do not humidify with nuclease-free water. The vapor of the water will be absorbed by the higher salt solution loaded onto the sections, causing leakage from the hydrophobic barriers during incubation.
    viii. Remove the glass slides from the PBS, aspirate remaining PBS, and place the glass slides in the humidified chamber.
    ix. Wash the tissue sections twice with 50 μL of PBS.
  b. TE treatment (≈75 min).
    i. Aspirate the PBS from sections, immerse the sections in TE buffer (pH 8.0) preheated to 70°C in a polypropylene staining jar and incubate in a hybridization oven for 1 h.
    ii. Immerse the sections in a polypropylene staining jar containing chilled PBS for at least 3 min until the sections are fully cooled.
    iii. Place a paper towel on the bottom of the humidified chamber and add 40 mL of PBS to balance the vapor pressure.
    iv. Remove the glass slides from the PBS, aspirate remaining PBS, and place the glass slides in the humidified chamber.
    v. Wash the tissue sections twice with 50 μL of PBS (Figure 3B).

### *In situ* RT

**Timing: approximately 1 h**

mRNAs are reverse-transcribed *in situ* with NPOM-caged RT primers.

3. Prepare the NPOM-caged RT primer mix, shown in materials and equipment.

**CRITICAL:** NPOM is stable under indoor fluorescent light, but take care not to leave caged primers under the light for extended periods of time, unless required. By preparing RT primers with multiple barcodes, different samples can be pooled after cell lysis (step 26).

4. After spinning down the sample tube (1,400 × *g*, RT, 2 s), incubate the tubes at 65°C in a preheated thermal cycler for 5 min to relax the secondary structure of the primers and immediately place the tubes on ice for at least 2 min.
5. Prepare the first strand mix, as shown in materials and equipment.
6. Mix 6 μL of NPOM-caged RT primer mix (step 4) and 4 μL of first strand mix (step 5) in a 0.2 mL 8-strip PCR tube by gentle pipetting.
7. Add 10 μL of the NPOM-caged RT primer and the first strand mix (step 6) onto the section and seal with a round coverslip (φ15 mm) (Figure 3C).

**CRITICAL:** Ensure there are no air bubbles present on the section. The size of the coverslip can be changed according to the size of the section, with an equivalent size being the best option.

8. Place the sections in a PBS humidified chamber, and incubate at 42°C for 1 h in a hybridization oven (Figure 3D).
9. Drop 300 μL of PBS onto the coverslip and remove the coverslips using tweezers (Figure 3E).

**CRITICAL:** Be careful not to damage or peel tissue samples. The coverslips will float by dropping PBS onto the glass slides.

10. Immerse sections in PBS preheated to 70°C in a polypropylene staining jar and incubate in a hybridization oven for 10 min to terminate RT reaction.
11. Immerse the sections in a polypropylene staining jar containing chilled PBS for at least 3 min until the sections are fully cooled.

**Pause point:** Sections can be stored at 4°C for at least 3 days under light-shielded conditions.

12. Remove the glass slides from PBS, aspirate the remaining PBS, and place the glass slides in a humidified chamber.
13. Wash the tissue sections twice with 50 μL of PBS.

### (Optional) Immunostaining

**Timing: 3.5–24 h**

Immunostaining is useful to visualize ROIs for subsequent photo-irradiation.

**CRITICAL:** Immunostaining protocols can largely depend on those recommended by antibody suppliers, but antigen retrieval by heating and proteinase treatment should be avoided. Overnight incubation at 4°C with primary antibodies is less harmful to the yield of sequence libraries. Secondary antibodies excited by blue (≈488 nm), green (≈555 nm), and far-red (≈633 nm) light can be used for immunolocalization, but those excited by shorter wavelengths (<425 nm) are not compatible with PIC because their excitation uncages the NPOM moieties of the RT primers.

14. Aspirate PBS from the sections, add 50 μL of blocking solution, and incubate at RT for 15 min in a humidified chamber.
15. Aspirate the blocking solution, drop 50 μL of primary antibodies diluted in blocking solution onto the section, and incubate at RT for 2 h in a humidified chamber.
16. Aspirate the primary antibody solution, wash the sections three times with 50 μL of TBST.
17. Drop 50 μL of secondary antibodies diluted in blocking solution onto the section and incubate at RT for 1 h in a humidified chamber.
18. Aspirate the secondary antibody solution and wash the sections three times with 50 μL of TBST.

### (Optional) Nuclear staining

**Timing: approximately 20 min**

Nuclear Violet is useful to observe nuclei with 426–450 nm excitation light without uncaging NPOM moieties. Nuclear Violet is also excited by ∼365 nm UV, thus acting as a useful indicator of UV-irradiated cells.

19. Aspirate the TBST from the sections, add 50 μL of Nuclear Violet LCS1 (1:500) dissolved in blocking solution, and incubate at RT for 15 min in a humidified chamber.

**CRITICAL:** Nuclear staining can be performed simultaneously during incubation with the secondary antibody (step 17).

20. Aspirate the nuclear staining solution and wash the sections three times with 50 μL of TBST.

### UV irradiation

**Timing: approximately 5 min**

NPOM moieties are uncaged by UV irradiation.

21. Aspirate the TBST from the sections and mount a round coverslip (φ15 mm) with 10 μL of SlowFade Diamond.

**CRITICAL:** Ensure that no air bubbles are present in the section. The size of the coverslip can be changed according to the size of the section, with an equivalent size being the best option.

22. Irradiate 365 nm centered UV light onto the ROIs for 3–15 min with DMD.

**Figure 4:**
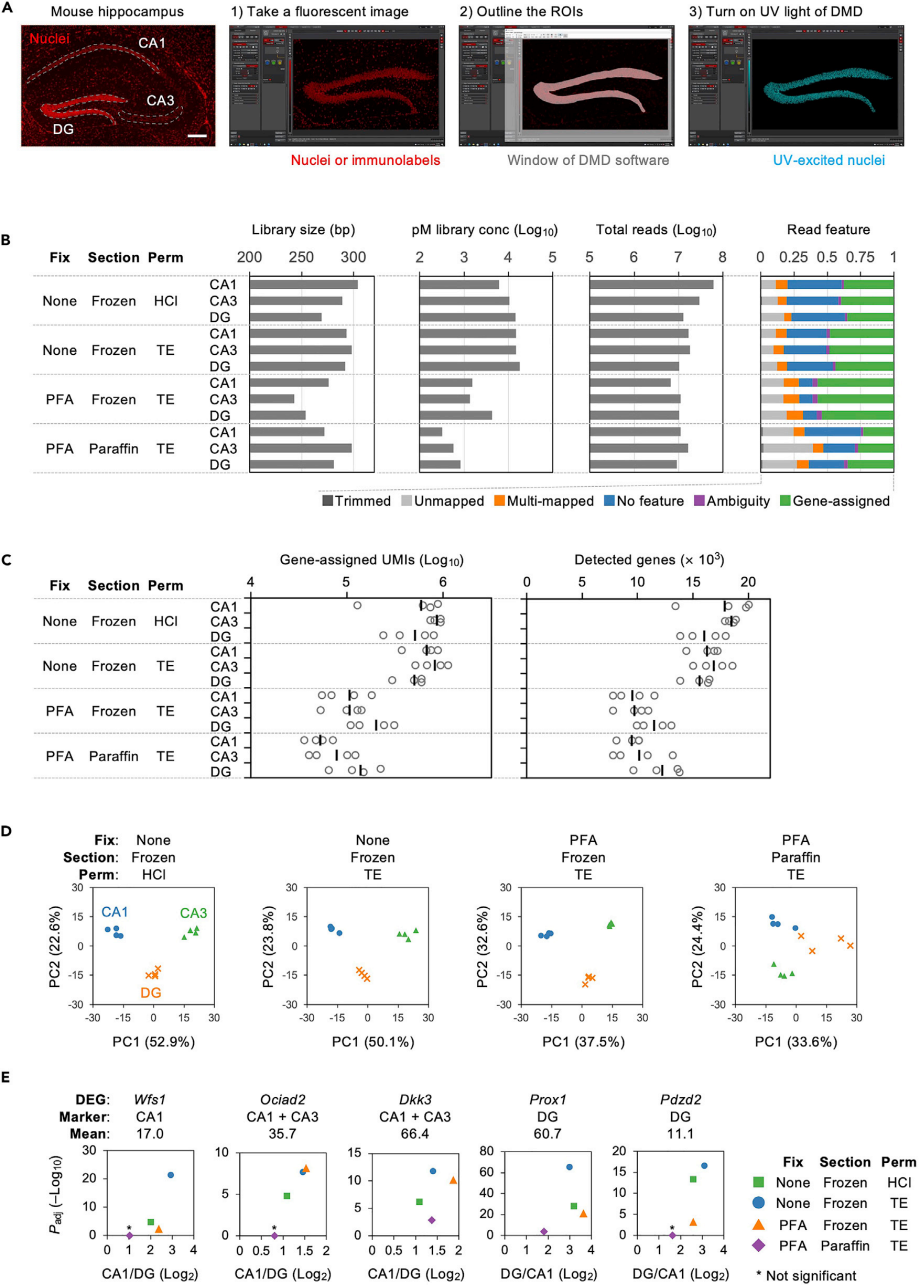
Result of PIC RNA-seq (A) Screen shots during irradiation of the DG region of mouse hippocampal tissues are shown. Scale bars, 200 μm. A nuclear staining image of DG was taken (1) and overlaid with a DMD software window to outline the ROI (2), before turning on the DMD UV light. (3). (B and C) The size and yield after the library synthesis, the number of sequenced reads, and the read features are shown in (B), with the number of gene-assigned UMIs and detected genes represented in (C) by separating the barcodes for the biological replicates. (D and E) The transcriptome data were subjected to PCA (D) and DEG analysis (E) in each histological condition.

**Figure 5:**
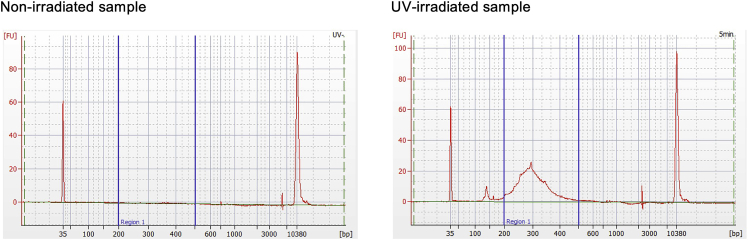
Quantification of libraries using BioAnalyzer The library quantification data with BioAnalyzer is represented for PIC analysis of mouse hippocampus with or without photo-irradiation.

**CRITICAL:** We used a Leica DM6B fluorescence microscope equipped with Polygon1000-G DMD (Mightex) and UHP-F-365 LED (Prizmatix) for the photo-irradiation (Figure 4A). First, take a fluorescent image of the nuclear staining, with immunofluorescence as optional, using Leica Application Suite X (LAS-X) software, where the excitation wavelength must be longer than 425 nm to avoid uncaging of NPOM moieties. Next, overlay a PolyScan window, software to regulate the DMD, and outline the ROIs. Then, turn on the LED light to irradiate the ROI and obtain an image of the excited nuclei to record the illuminated area. When conducting the PIC experiment for the first time, it is recommended to also prepare a non-irradiated sample and to confirm that almost no product is obtained in the subsequent library synthesis (Figure 5), which is useful to check whether unexpected uncaging reactions are prevented.

### Cell lysis

**Timing: approximately 40 min**

Whole cell lysates are collected in the test tubes.

23. Drop 300 μL of PBS onto the coverslip and remove coverslips using tweezers (Figure 3E).

**CRITICAL:** Be careful not to damage or peel tissue samples. The coverslips will float by dropping PBS onto the glass slides.

24. Wash the tissue sections twice with 50 μL of PBS.
25. Drop 40 μL of proteinase K lysis solution onto the sections and incubate for 15 min at 55°C in a humidified chamber in a hybridization oven.
26. Scrape the tissues and collect the cell lysates and debris in a 1.5 mL tube.

***Note:*** Differentially barcoded samples can be pooled in the same tube.

27. Drop 40 μL of proteinase K lysis solution onto the sections and incubate for 15 min at 55°C in a humidified chamber in a hybridization oven.
28. Collect the cell lysates and debris in the same tube as step 26 (total volume ≃80 μL).
29. Vortex and spin down (1,400 × *g*, RT, 2 s).
30. Incubate for 15 min at 55°C in a hybridization oven.
31. Vortex and spin down (1,400 × *g*, RT, 2 s).
32. Incubate for 15 min at 55°C in a hybridization oven.
33. Vortex and spin down (1,400 × *g*, RT, 2 s).

**Pause point:** The samples can be stored at −20°C for at least 1 week under light-shielded conditions.

### Purification of cDNA:mRNA hybrids

**Timing: approximately10 min**

cDNA:mRNA hybrids are purified by spin column.

34. Add 5 volumes of buffer PB from Qiagen MinElute PCR Purification kit (≈400 μL) to 1 volume of the sample (≈80 μL).
35. Vortex and spin down (1,400 × *g*, RT, 2 s).
36. Apply the lysates to MinElute Spin Column (Max 750 μL).
37. Centrifuge at 15,300 × *g* at RT for 1 min and discard flow through.
38. Add 750 μL of buffer PE to MinElute Spin Column.
39. Centrifuge at 15,300 × *g* at RT for 1 min and discard flow through.
40. Centrifuge at 15,300 × *g* at RT for 2 min and discard flow through.
41. Transfer the MinElute Spin Column to a new 1.5 mL tube.
42. Add 17 μL of nuclease-free water to the MinElute Spin Column and incubate at RT for 1 min.
43. Centrifuge at 15,300 × *g* at RT for 2 min and discard flow through.

**Pause point:** The samples can be stored at −20°C for at least 1 month under light-shielded conditions.

### Second-strand DNA synthesis

**Timing: approximately 2.5 h**

Second-strand DNA is synthesized using the nick translation method using RNase H, DNA polymerase I, and DNA ligase mix, by which only the cDNAs derived from the photo-irradiated region are filled in to the 5′ end of the T7 promoter.

44. Prepare second-strand mix, as shown in materials and equipment.
45. Mix 5 μL of second-strand mix (step 44) with 15 μL of purified cDNA:mRNA hybrids (step 43) in a 0.2 mL 8-strip PCR tube by gentle pipetting.
46. After spinning down the sample tube (1,400 × *g*, RT, 2 s), incubate the tubes at 16°C in a thermal cycler for 2 h and immediately place the tubes on ice.
47. Mix Ampure Beads and Beads Binding Buffer in a ratio of 1:5 and vortex thoroughly.
48. Add 24 μL of Ampure Beads and Beads Binding Buffer mix (step 47) to the second-stranded DNA sample (step 46) and vortex thoroughly.

**CRITICAL:** The volume of the Ampure Beads and Beads Binding Buffer mix (step 47) to be added is 1.2 times the volume of the second-stranded DNA sample (step 46). Different barcoded samples can be pooled in the same tube in this step.

49. After spinning down the sample tube (1,400 × *g*, RT, 2 s), incubate the tubes at RT for 15 min.
50. Place the sample tube on a magnetic stand and wait for at least 5 min.

**CRITICAL:** The waiting time depends on the performance of the magnetic stand. Make sure the beads are fully bonded to the magnet of the stand.

51. Remove the supernatant.

**CRITICAL:** Be careful not to aspirate the beads.

52. Add 200 μL of 80% ethanol and incubate at RT for 30 s.
53. Remove the supernatant.
54. Add 200 μL of 80% ethanol and incubate at RT for 30 s.
55. Remove the supernatant and spin down the sample tube (1,400 × *g*, RT, 2 s).
56. Place the sample tube on the magnetic stand and incubate at RT for 1 min.
57. Remove the supernatant and air dry for 2 min.

**CRITICAL:** Ensure that no ethanol remains in the tube.

58. Suspend the beads with 6.4 μL of nuclease-free water by pipetting and incubate at RT for at least 2 min in the non-magnetic stand.

### IVT

**Timing: 15–17 h (overnight reaction)**

cDNAs derived from photo-irradiated regions are linearly amplified as RNAs (aRNAs) via IVT reaction.

59. Prepare IVT mix, as shown in materials and equipment.
60. Add 9.6 μL of IVT mix (step 59) to the bead suspension containing second-stranded cDNA (step 58) in a 0.2 mL 8-strip PCR tube by gentle pipetting.
61. After spinning down the sample tube (1,400 × *g*, RT, 2 s), incubate the tubes at 37°C in a thermal cycler for 15–17 h and immediately place the tubes on ice.

### Purification of aRNA

**Timing: approximately 1 h**

62. Add 1 μL of TURBO DNase from the MEGAscript T7 Transcription Kit.
63. After tapping and spinning down the sample tube (1,400 × *g*, RT, 2 s), incubate the tubes at 37°C in a thermal cycler for 15 min and immediately place the tubes on ice.
64. Add 3 μL of ExoSAP-IT Express PCR Product Cleanup.
65. After tapping and spinning down the sample tube (1,400 × *g*, RT, 2 s), incubate the tubes at 37°C in a thermal cycler for 5 min and immediately place the tubes on ice.
66. Add 5.5 μL of Fragmentation Buffer and vortex thoroughly.
67. After spinning down the sample tube (1,400 × *g*, RT, 2 s), incubate the tubes at 94°C in a preheated thermal cycler for 3 min and immediately place the tubes on ice.
68. Add 2.75 μL of 0.5 mol/L EDTA Solution (pH 8.0) and vortex thoroughly.
69. After spinning down the sample tube (1,400 × *g*, RT, 2 s), place the sample tube on the magnetic stand and incubate at RT for 5 min.
70. Collect 28 μL of supernatant in a new 0.2 mL 8-strip PCR tube.
71. Add 50.4 μL of RNAClean XP beads and vortex thoroughly.

**CRITICAL:** The volume of RNAClean XP beads to be added is 1.8 times the volume of the sample.

72. After spinning down the sample tube (1,400 × *g*, RT, 2 s), incubate at RT for 10 min.
73. Place the sample tube on a magnetic stand and wait for at least 5 min.

**CRITICAL:** The waiting time depends on the performance of the magnetic stand. Make sure the beads are fully bonded to the magnet of the stand.

74. Remove the supernatant.

**CRITICAL:** Be careful not to aspirate the beads.

75. Add 200 μL of 70% ethanol and incubate at RT for 30 s.
76. Remove the supernatant.
77. Add 200 μL of 70% ethanol and incubate at RT for 30 s.
78. Remove the supernatant and spin down the sample tube (1,400 × *g*, RT, 2 s).
79. Place the sample tube on the magnetic stand and incubate at RT for 1 min.
80. Remove the supernatant and air dry for 2 min.

**CRITICAL:** Ensure that no ethanol remains in the tube.

81. Resuspend the beads with 6.5 μL of nuclease-free water by pipetting and incubate at RT for at least 2 min.
82. After spinning down the sample tube (1,400 × *g*, RT, 2 s), place the sample tube on the magnetic stand and incubate at RT for 5 min.
83. Collect 4.5 μL of supernatant in a new 0.2 mL 8-strip PCR tube.

**Pause point:** The samples can be stored at −80°C for at least 1 month after IVT.

### (Optional) Confirmation of aRNA by gel electrophoresis

**Timing: approximately 1 h**

84. The size and amount of aRNA can be confirmed using gel electrophoresis.

### Reverse transcription of aRNAs

**Timing: approximately 1.5 h**

aRNAs are further reverse-transcribed by random primers with the Illumina Read2 sequence.

85. Prepare aRNA–N6 primer mix, as shown in materials and equipment.
86. Spin down the sample tube (1,400 × *g*, RT, 2 s).
87. Incubate the tubes at 65°C in a preheated thermal cycler for 5 min to relax the secondary structure of the aRNAs and immediately place the tubes on ice.
88. Prepare the RT mix, as shown in materials and equipment.
89. Add 4 μL of RT mix (step 88) to the aRNA–N6 primer mix (step 87) and mix by gentle pipetting. After spinning down the sample tube (1,400 × *g*, RT, 2 s), incubate at 25°C for 10 min, and then at 42°C for 1 h in a thermal cycler.

**Pause point:** The samples can be stored at 4°C for at least 1 day.

### PCR amplification

**Timing: approxmately 1 h**

Sequence libraries are amplified by 11 cycles of PCR.

**CRITICAL:** The PCR cycles can be increased by 15 if the library yield is expected to be low due to the small number of target cells. More cycles of PCR will result in UMI saturation by over-amplification.

90. Prepare the library PCR mix, as shown in materials and equipment.
91. After spinning the sample tube (1,400 × *g*, RT, 2 s), amplify the samples using PCR, as shown below.

**Table:** 

Steps	Temperature	Time	Cycles
Initial Denaturation	98°C	30 s	1
Denaturation	98°C	10 s	11 cycles
Annealing	60°C	30 s	
Extension	72°C	30 s	
Final extension	72°C	10 min	1
Hold	4°C	forever

**Pause point:** The samples can be stored at −20°C for at least 1 month.

92. Add 1 μL of RNase A (10 mg/mL).
93. After tapping and spinning down the sample tube (1,400 × *g*, RT, 2 s), incubate the tubes at 37°C in a thermal cycler for 30 min.

### Size selection of sequence libraries (1st round)

**Timing: approximately 1 h**

**CRITICAL:** At least two rounds of size selection are recommended. Perform more rounds if the sizes do not fall within 200–400 bp.

94. Add 6 μL of nuclease-free water to the PCR products and adjust to 50 μL.
95. Mix 50 μL of PCR products with 32.5 μL of Ampure XP beads and vortex thoroughly.
96. After spinning down the sample tube (1,400 × *g*, RT, 2 s), incubate at RT for 15 min.
97. Place the sample tube on a magnetic stand and wait for at least 5 min.

**CRITICAL:** The waiting time depends on the performance of the magnetic stand. Make sure the beads are fully bonded to the magnet of the stand.

98. Collect the supernatant in a new 0.2 mL 8-strip PCR tube.
99. Add 12.5 μL Ampure XP beads, and vortex thoroughly.
100. After spinning down the sample tube (1,400 × *g*, RT, 2 s), incubate at RT for 10 min.
101. Place the sample tube on a magnetic stand and wait for at least 5 min.

**CRITICAL:** The waiting time depends on the performance of the magnetic stand. Make sure the beads are fully bonded to the magnet of the stand.

102. Remove the supernatant.

**CRITICAL:** Be careful not to aspirate the beads.

103. Add 200 μL of 80% ethanol and incubate at RT for 30 s.
104. Remove the supernatant.
105. Add 200 μL of 80% ethanol and incubate at RT for 30 s.
106. Remove the supernatant and spin down the sample tube (1,400 × *g*, RT, 2 s).
107. Place the sample tube on the magnetic stand and incubate at RT for 1 min.
108. Remove the supernatant and air dry for 2 min.

**CRITICAL:** Ensure that no ethanol remains in the tube.

109. Suspend the beads with 32 μL of nuclease-free water by pipetting and incubate at RT for at least 2 min.
110. After spinning down the sample tube (1,400 × *g*, RT, 2 s), place the sample tube on the magnetic stand and incubate at RT for 5 min.
111. Collect 30 μL of supernatant in a new 0.2 mL 8-strip PCR tube.

**Pause point:** The samples can be stored at −20°C for at least 6 months.

### Size selection of sequence libraries (2nd round)

**Timing: approximately 1 h**

112. Mix 30 μL of the sample (step 117) with 19.5 μL of Ampure XP beads and thoroughly vortex.
113. After spinning down the sample tube (1,400 × *g*, RT, 2 s), incubate at RT for 15 min.
114. Place the sample tube on a magnetic stand and wait for at least 5 min.

**CRITICAL:** The waiting time depends on the performance of the magnetic stand. Make sure the beads are fully bonded to the magnet of the stand.

115. Collect the supernatant in a new 0.2 mL 8-strip PCR tube.
116. Add 7.5 μL Ampure XP beads and vortex thoroughly.
117. After spinning down the sample tube (1,400 × *g*, RT, 2 s), incubate at RT for 10 min.
118. Place the sample tube on a magnetic stand and wait for at least 5 min.

**CRITICAL:** The waiting time depends on the performance of the magnetic stand. Make sure the beads are fully bonded to the magnet of the stand.

119. Remove the supernatant.

**CRITICAL:** Be careful not to aspirate the beads.

120. Add 200 μL of 80% ethanol and incubate at RT for 30 s.
121. Remove the supernatant.
122. Add 200 μL of 80% ethanol and incubate at RT for 30 s.
123. Remove the supernatant and spin down the sample tube (1,400 × *g*, RT, 2 s).
124. Place the sample tube on the magnetic stand and incubate at RT for 1 min.
125. Remove the supernatant and air dry for 2 min.

**CRITICAL:** Ensure that no ethanol remains in the tube.

126. Suspend the beads with 15 μL of nuclease-free water by pipetting and incubate at RT for at least 2 min.
127. After spinning down the sample tube (1,400 × *g*, RT, 2 s), place the sample tube on the magnetic stand and incubate at RT for 5 min.
128. Collect 12 μL of supernatant in a new 0.2 mL 8-strip PCR tube.

**Pause point:** The samples can be stored at −20°C for at least 6 months.

### Quantification of the library

**Timing: 1–2 h**

129. Measure the size distribution of the PIC library using a bioanalyzer by loading 1 μL on a chip in a High Sensitivity DNA Kit, according to the manufacturer’s instructions.

**CRITICAL:** The expected size is 200–400 bp (Figure 5), otherwise repeat the size selection (steps 100–134).

### Sequencing and data analysis

**Timing: ≥1 day**

130. Perform paired-end sequencing on an Illumina sequencer (for example, HiSeq or NovaSeq) following the manufacturer’s instructions. We usually add PhiX at 5% for the final spike in and take 10–20 million reads (Read1, 12 cycles for UMI and barcode 18; Read2, ≥50 cycles for cDNA), which may vary depending on the ROI area and library yield.
131. Extract the barcodes and UMIs in the reads using UMI-tools with the following command:

umi_tools extract -I read1.fastq --read2-in=read2.fastq --bc-pattern=NNNNNNCCCCCC --read2-stdout

132. Trim the adapter sequence from the reads using Trim Galore! (version 0.6.6) with the following command:

trim_galore -a GATCGTCGGACT

133. Map the reads by aligning the HISAT2 software to the appropriate reference genome (GRCm38, in this case).
134. Determine the read counts per gene with featureCounts and UMI-tools with the following command:

featureCounts -a GRCm38.gtf -R BAM input.bam

samtools index input.featureCounts.bam

umi_tools count --method=unique --per-gene --per-cell --gene-tag=XT -I input.featureCounts.bam

135. Using the resulting counts, extract differentially expressed genes (DEGs) using the R library DESeq2, which is also used to transform the count data into regularized log data before performing principal component analysis (PCA) using the R prcomp function.

## Expected outcomes

In the present experiment, we prepared fresh-frozen sections and formalin-fixed frozen and paraffin sections from the adult mouse hippocampus. HCl or TE was adopted in the permeabilization step for the fresh-frozen sections, whereas TE alone was used for the other sections. After performing *in situ* RT with NPOM-caged RT primer, CA1, CA3, or DG regions of the hippocampus were photo-irradiated with DMD (Figure 4A; n = 4 biological replicates for each condition). 

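The hippocampal regions came from male ICR mice aged 8 weeks. Light removes the caging group of the RT primer only where the DMD projects it, so that cDNA from the irradiated region alone enters the CEL-seq2 library. The region named CA3 in the paper and in the sample titles is given as CA2 in the description of the series, and it was taken as CA3 here. Each combination of region and histological condition was sequenced as 1 of 12 libraries, and each library pooled 4 replicates that carried different barcodes in the caged primer. Formalin-fixed tissue had been fixed with 4% PFA. Permeabilization used 0.1 N HCl for 5 min or TE at 70 °C for 1 h. The authors deposited a table of UMI counts for 32546 genes in 48 replicates, without normalization. Reads had been aligned to GRCm38 with HISAT2 and assigned to genes with featureCounts, and UMI-tools had then counted the different UMIs of 6 bases per gene and barcode without merging similar UMIs. The replicate totals ranged from 35932 to 1111804 UMIs. In fresh-frozen sections permeabilized with HCl, the totals ranged from 127253 to 933756 with a median of 731106 (n = 12 replicates), and the medians per region (n = 4) were 670504 in CA1, 871388 in CA3 and 498532 in DG. The range in fresh-frozen sections permeabilized with TE was 294445 to 1111804 with a median of 629964, and the region medians were 702126, 805614 and 539402 in CA1, CA3 and DG. Fixed frozen sections had totals between 52800 and 307145 and a median of 122520, with region medians of 93168 in CA1, 112965 in CA3 and 188290 in DG. Paraffin replicates held at least 35932 and at most 223055 UMIs, with a median of 67528 over the 12 replicates and of 51206 in CA1, 73536 in CA3 and 129991 in DG. Where a gene has 0 UMIs, 3 counts were taken as its upper limit, which covers counting error only. Replicate 4 had the fewest UMIs in 12 of 12 libraries. There are 4096 different UMIs of 6 bases, and counts of mt-Rnr2 stood at 90% or more of this number in 23 replicates, in 18 of them above it with a highest count of 4356, so counts of the most abundant genes are limited in the deepest replicates. How counts exceeded this number was not tested.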

After the library synthesis, BioAnalyzer analysis showed that the size of the library was centered to 250 bp, and fresh-frozen sections yielded an average of 10.4 and 15.8 nM for HCl or TE treatment, respectively, in the final volume of 12 μL (Figure 4B). However, the yields of formalin-fixed tissues were lower, 2.4 nM for frozen sections and 0.57 nM for paraffin sections. Sequencing results showed that all samples provided approximately 1 × 10^7^ reads, and about half of them in the frozen sections were assigned to the genes, as indicated in a benchmark paper for CEL-seq2 (Mereu et al., 2020), while slightly fewer were assigned for the paraffin sections (Figure 4B). 

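A gene was counted as detected in a replicate when it had at least 1 UMI. The 24 fresh-frozen replicates held 650790 ± 247200 UMIs (mean ± SD) and the 24 formalin-fixed replicates 112451 ± 69382, a ratio of 5.79 (two-sided permutation test within regions, p = 1e-05, the smallest p that 100000 permutations give). The 4 replicates of a region and condition shared 1 pooled library. Permutation tests here and below treat them as independent and do not measure the spread between libraries. Of the other ways to compare the totals, the ratio of geometric means moved this value most, to 6.21. The spread between replicates was wide, with an SD of 269483 in HCl-permeabilized and 234788 in TE-permeabilized fresh-frozen sections, 75883 in fixed frozen sections and 55454 in paraffin sections (n = 12 each). Within each of the 3 regions, the totals of paraffin replicates did not overlap those of either fresh-frozen condition (two-sided exact permutation test, p = 0.0286, the smallest p that 4 replicates against 4 allow). Totals of fixed frozen sections were separate from those of TE-permeabilized fresh-frozen sections in 2 of the 3 regions and from those of HCl-permeabilized sections in 1. Fixed frozen sections had 1.54 times the UMIs of paraffin sections (permutation test, p = 0.0459, Benjamini-Hochberg adjusted p = 0.0599 over the 30 comparisons made). Detected genes numbered 16789 ± 1880 in fresh-frozen and 10369 ± 1850 in fixed replicates, a ratio of 1.62 (permutation test, p = 1e-05, the smallest possible). By condition, the SD of detected genes was 2190 with HCl, 1341 with TE, 1649 in fixed frozen sections and 2090 in paraffin sections. The number of detected genes depends on depth and on the minimum count. With at least 5 UMIs required the ratio was 2.45, whereas random thinning of every replicate to one total, the smallest of the 48, brought it near 1. At this depth fresh-frozen replicates had 8034 ± 349 genes and fixed replicates 7546 ± 586, a ratio of 1.07 (permutation test, p = 0.00131). Before thinning, fixed frozen and paraffin sections did not differ in detected genes beyond the spread between replicates (permutation test, p = 0.594, adjusted p = 0.614). After thinning, fixed frozen sections had fewer genes than paraffin sections, 7065 against 8026 (permutation test, p = 1e-05, adjusted p = 2.31e-05), without overlap in any of the 3 regions. Paraffin sections then also had more genes than TE-permeabilized fresh-frozen sections, which had 7743 (permutation test, p = 0.0281, adjusted p = 0.0383), so that the higher number in fresh-frozen sections at one depth did not hold for this pair. Within regions this pair was separate in CA1 alone (exact permutation test, p = 0.0286), and not in CA3 (p = 0.714) or DG (p = 0.229). Olfactory and vomeronasal receptor genes served as a measure of genomic DNA. In CPM (UMIs scaled by the total of the replicate), they had 2060.9, 1141.3 and 849.9 in paraffin CA1, CA3 and DG. With TE in fresh-frozen sections they had 185.5, 152.9 and 147.1. Genomic DNA as a source of further genes in paraffin sections therefore cannot be told apart from better capture of transcripts.

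**Figure D1:**
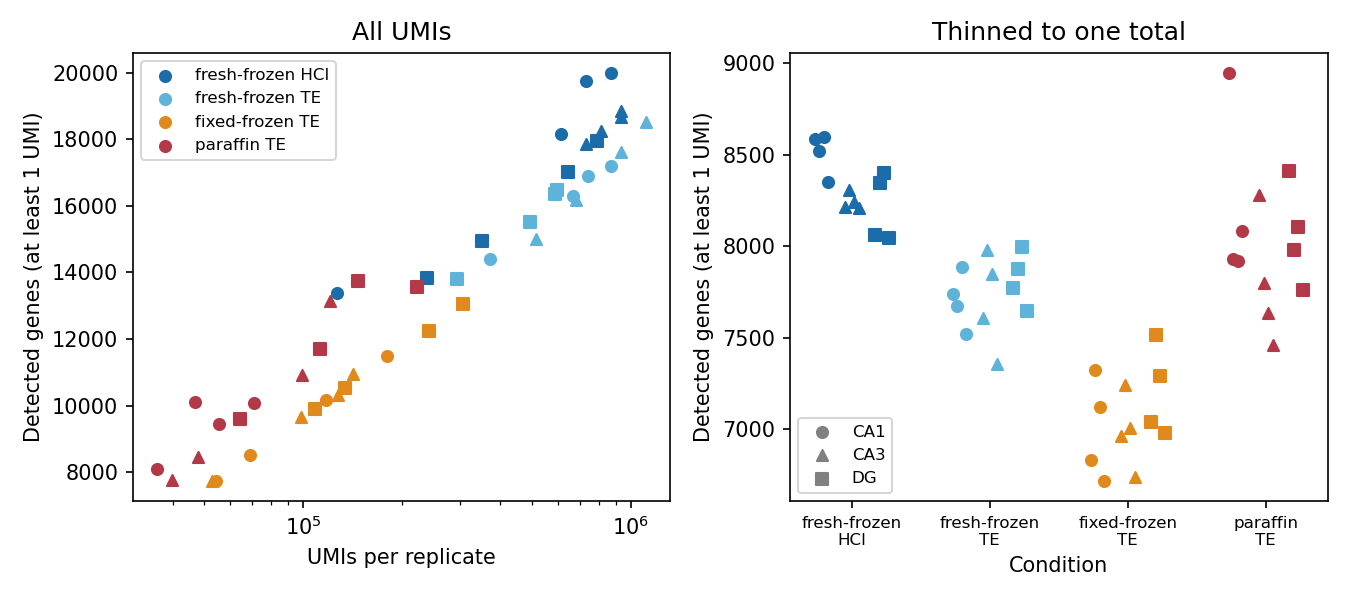
Left, detected genes (at least 1 UMI) against total UMIs on a log axis, with 1 point per replicate, coloured by histological condition and shaped by region. Right, genes detected after random thinning of each replicate to 35932 UMIs, where the fixed frozen replicates lie lowest with a mean of 7065 genes.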

The number of gene-assigned UMIs and the genes detected were better in unfixed tissues (averaging 6.5 × 10^5^ UMIs / 17,392 genes and 6.5 × 10^5^ UMIs / 16,186 genes in HCl or TE-permeabilized tissues, respectively) relative to formalin-fixed frozen or paraffin sections (1.4 × 10^5^ UMIs / 10,190 genes or 8.9 × 10^4^ UMIs / 10,548 genes, respectively; Figure 4C). 

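For each histological condition, genes with at least 10 UMIs summed over its 12 replicates were transformed with rlog, which left 16500 genes for HCl-permeabilized and 15429 for TE-permeabilized fresh-frozen sections, 10117 for fixed frozen sections and 10083 for paraffin sections. The first component carried 32.3% and the second 15.7% of the variance in HCl-permeabilized sections. These shares were 27.6% and 16.8% in TE-permeabilized fresh-frozen sections, 20.0% and 18.9% in fixed frozen sections, and 19.3% and 15.1% in paraffin sections. Separation by region was measured as the mean silhouette width on both components, which is 1 for compact, distant groups and near 0 for overlapping ones. It was 0.871 with HCl, 0.535 with TE, 0.904 in fixed frozen sections and 0.546 in paraffin sections. In each condition the real assignment had the largest width of all 5775 divisions of the 12 replicates into 3 groups of 4 (one-sided exact permutation test, p = 0.000173, the smallest possible). The transform moved the width most, and with the variance stabilizing transformation it was 0.354, 0.158, 0.561 and 0.242 in the same order, with an exact permutation p of 0.0102 in TE-permeabilized fresh-frozen sections. With log2 CPM it was 0.480 in fixed frozen sections. With the variance stabilizing transformation, the width of CA1 alone was -0.135 with HCl and -0.0866 in paraffin sections, so CA1 overlapped other regions there. With each replicate left out in turn, the width stayed between 0.726 and 0.888 with HCl, 0.375 and 0.881 with TE, 0.860 and 0.927 in fixed frozen sections, and 0.489 and 0.643 in paraffin sections. In paraffin sections, 1 replicate of CA3 had a width under 0, so it lay nearer to another region than to its own.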

The UMI count data were normalized with DESeq2 and subjected to PCA using prcomp in the R package, in which all samples were separated into three groups according to the photo-irradiated regions (CA1, CA3, and DG; Figure 4D). 

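CA1 and DG were compared with edgeR's quasi-likelihood test on TMM-normalized counts with 4 replicates per region, and p-values were adjusted by the Benjamini-Hochberg method over all genes tested in a condition. In each condition the 4 replicates of a region came from 1 pooled library, so these tests cannot tell a region from its library. Wfs1 (ENSMUSG00000039474), the CA1 marker, lies on chromosome 5 of GRCm38 from 36966104 to 36989205. In TE-permeabilized fresh-frozen sections it had 345 ± 73.7 CPM (UMIs scaled by the total of the replicate, mean ± SD, n = 4) in CA1 and 44.9 ± 21.7 in DG. Its log2 fold change of CA1 over DG was 2.00 with HCl (SE 0.27, adjusted p = 3.57e-07), 2.93 with TE (SE 0.23, adjusted p = 4.83e-12) and 2.29 in fixed frozen sections (SE 0.27, adjusted p = 1.27e-15). Against CA3, the log2 fold change of Wfs1 in CA1 was 2.72, 2.84 and 4.64 in these conditions. Ociad2 (ENSMUSG00000029153, chromosome 5 from 73322199 to 73341028) was higher in CA1 than in DG by a log2 fold change of 1.09 (SE 0.20, adjusted p = 0.000112), 1.48 (SE 0.21, adjusted p = 2.55e-06) and 1.45 (SE 0.21, adjusted p = 4.27e-10). In CA3 over DG, Ociad2 changed by 0.59 with HCl (adjusted p = 0.068), 1.29 with TE and 0.73 in fixed frozen sections (adjusted p = 0.0169). Dkk3 (ENSMUSG00000030772, chromosome 7 from 112116017 to 112159057) had log2 fold changes of 1.09 (SE 0.20), 1.42 (SE 0.16) and 1.77 (SE 0.22) in CA1 over DG, and of 1.67, 1.77 and 1.89 in CA3 over DG. Prox1 (ENSMUSG00000010175, chromosome 1 from 190118035 to 190170714), a DG marker, had log2 fold changes of -3.16 (SE 0.19, adjusted p = 1.95e-16), -2.96 (SE 0.17, adjusted p = 8.00e-16) and -3.68 (SE 0.27, adjusted p = 2.76e-38). Pdzd2 (ENSMUSG00000022197, chromosome 15 from 12359711 to 12739924) had values of -2.53 (SE 0.25), -3.05 (SE 0.26) and -2.65 (SE 0.43), with adjusted p-values of 1.76e-10, 4.44e-11 and 9.87e-08. For each of the 5 genes in each frozen condition, the 4 replicates of CA1 did not overlap the 4 of DG (two-sided exact permutation test on CPM, p = 0.0286, the smallest possible and so the share that chance gives). Leaving out each replicate in turn changed neither the direction nor the call of these genes in frozen sections. The alternative that moved the calls most was thinning, after which Ociad2 (adjusted p = 0.199) and Pdzd2 (adjusted p = 0.0711) were no longer called with HCl. Here and below, fits on thinned counts used a random draw that was not repeated, so their spread between draws was not measured. With the replicate number as a block on the thinned counts, Pdzd2 was not called with TE either (adjusted p = 0.0616). For 8 DG markers including Prox1 and Pdzd2, the median log2 fold changes were -3.0 with HCl, -3.06 with TE and -3.74 in fixed frozen sections (unchanged with 1 gene that had no UMI in CA1 at its bound), with 7, 6 and 6 genes called lower in CA1 (7, 6 and 7 when adjusted over the list alone).

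**Figure D2:**
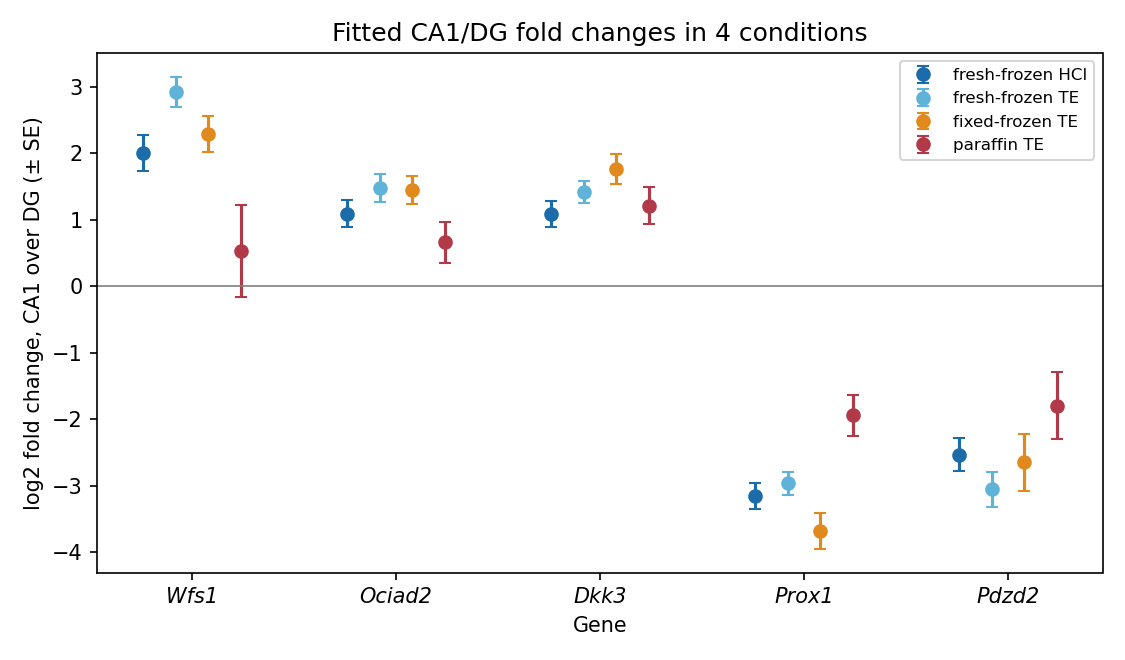
Log2 fold change of CA1 over DG for Wfs1, Ociad2, Dkk3, Prox1 and Pdzd2 in the 4 histological conditions, with bars for the standard error derived from the F statistic of edgeR's test. Values above 0 are higher in CA1, and Wfs1 in paraffin sections has the widest bar, an SE of 0.69 around 0.53.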

DEG analysis was conducted with DESeq2 by comparing CA1 and DG in each condition and showed that known marker genes (Cembrowski et al., 2016) were detected as DEGs in the frozen sections despite fixation (Figure 4E; *Wfs1* [CA1 marker], *Ociad2* and *Dkk3* [CA1 and CA3 markers], *Prox1*, and *Pdzd2* [DG markers]). In contrast, in paraffin sections, genes with high average expression (*Dkk3* and *Prox1*) were detected as statistically significant DEGs, whereas genes with low average expression (*Wfs1*, *Ociad2*, and *Pdzd2*) were not, but the fold changes were all oriented toward the expected direction (Figure 4E). These results indicate PIC can isolate transcriptome information from the photo-irradiated region not only in fresh-frozen sections but also in formalin-fixed frozen or paraffin sections. 

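In paraffin sections, Dkk3 had 434 ± 247 CPM (SD, n = 4) in CA1 and 173 ± 20.6 in DG, from 84 and 94 UMIs in the 4 replicates of each region. Its log2 fold change was 1.21 (SE 0.28, adjusted p = 0.00151), and without CA1 replicate 4 it was 0.91 (adjusted p = 0.0965). Prox1 had 27 UMIs in CA1 and 271 in DG, and a log2 fold change of -1.94 (SE 0.31, adjusted p = 1.35e-07). Neither gene overlapped between the regions (two-sided exact permutation test, p = 0.0286). Wfs1 was counted only 9 times in CA1 and 16 times in DG, or 50.7 ± 61.4 and 25.7 ± 18.7 CPM (exact permutation test, p = 0.686). The log2 fold change of Wfs1 was 0.53 (SE 0.69, adjusted p = 0.821), and a difference could not be shown at this depth. Its direction rested on 1 replicate, since it became -0.31 without CA1 replicate 4 (adjusted p = 0.942). Ociad2, with 54 UMIs in CA1 and 88 in DG, had 240.2 ± 111 and 146 ± 41.9 CPM (exact permutation test, p = 0.257) and a log2 fold change of 0.66 (SE 0.31, adjusted p = 0.284). Pdzd2 had 8 UMIs in CA1 and 73 in DG, or 40.6 ± 11.6 and 134 ± 34.8 CPM without overlap (exact permutation test, p = 0.0286). The log2 fold change of Pdzd2 was -1.79 (SE 0.50, adjusted p = 0.0177 from edgeR). DESeq2 on the same 8 replicates gave -1.7 (adjusted p = 0.146), and over all alternatives and replicates left out Pdzd2 was called in 10 of 18. The fold change in paraffin sections was compared with that in TE-permeabilized fresh-frozen sections by an interaction term, which was past the threshold for Wfs1 (-2.52, adjusted p = 0.0208) and for none of the other 4 genes.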

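Fold changes were compared between conditions over genes called in HCl-permeabilized sections, so that the genes were chosen in replicates outside the comparison. This choice may still not be independent of the TE values. Deviations of same-numbered HCl and TE replicates from their library means had a median correlation across genes of 0.219. The log2 fold changes of fixed frozen sections regressed on those of TE-permeabilized fresh-frozen sections gave a slope of 0.976 (jackknife SE 0.0211) with a Pearson's r of 0.769 and a Spearman's rho of 0.731 across 1964 genes, and 75.9% of the genes had the same sign. Paraffin sections gave a slope of 0.649 (SE 0.0622), an r of 0.592 and a rho of 0.596 across 1965 genes, with 71.4% of signs shared. Genes are not independent replicates, so these coefficients describe the genes and carry no p-value. The slope of fixed frozen sections moved most when all replicates were thinned to one total, to 0.731, and that of paraffin sections then became 0.508. Across any pair of conditions, between 72.3% and 91.4% of the genes called in the first had the same sign in the second. In all 4 conditions 91 genes were called. Their split into higher and lower genes may carry the asymmetry of the paraffin calls, which differed between edgeR and DESeq2. Of the 91 genes, 88 had the same sign throughout, 20 higher in CA1 and 68 higher in DG. The 5 of these with the largest mean log2 fold change in CA1 were Meis2 (2.42), Gm28438 (2.36), Mal (2.27), Egr1 (2.20) and Pou3f1 (2.06). Gm28438 is an unprocessed pseudogene. The 5 with the largest mean in DG were Lgr6 (-5.48), Zic1 (-4.98), Syt9 (-4.33), Calb2 (-4.06) and Smoc2 (-3.85). Some of these fitted values rest on no UMI in CA1. Against a floor of 3 counts over the CA1 replicates, Zic1 (139 UMIs in DG) was at least 24.6-fold higher in DG of fixed frozen sections, Lgr6 (46 UMIs) at least 8.15-fold and Syt9 (18 UMIs) at least 3.19-fold. In paraffin sections the bounds were at least 3.82-fold for Lgr6, 3.44-fold for Syt9 and 3.57-fold for Smoc2. Calls of these genes changed with the setting. After thinning, Meis2 was not called in any frozen condition (adjusted p = 0.238 with HCl, 0.424 with TE and 0.122 in fixed frozen sections), Gm28438 and Calb2 were not called with TE (0.424 and 0.168), Egr1 was not called with HCl (0.0529), and Smoc2 was called neither with HCl (0.147) nor in fixed frozen sections (0.240). In paraffin sections the calls changed for Egr1, Pou3f1, Mal, Syt9, Calb2 and Smoc2. Egr1 had an adjusted p of 0.0270 with edgeR and 0.0733 with DESeq2, and Pou3f1 of 0.0408 and 0.0634. Mal had an adjusted p of 0.186 with DESeq2 when CA3 was included, Calb2 of 0.309 after thinning, and without CA1 replicate 3 Syt9 had 0.0523 and Smoc2 0.0508. From its results on these sections, the paper concludes that PIC can retrieve the transcriptome of the irradiated region from formalin-fixed frozen and paraffin sections as well as from fresh-frozen ones.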

Because the formalin-fixed samples were inferior to fresh-frozen samples in terms of the number of detected genes and the detection sensitivity of DEGs, it is expected these will provide better performance by sequencing a larger number of reads and by preparing more biological replicates for the experiment.

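At an adjusted p under 0.05 between CA1 and DG, 2526 of 14893 genes tested were called in HCl-permeabilized sections (1282 higher in CA1, 1244 higher in DG) and 1420 of 14011 in TE-permeabilized fresh-frozen sections (721 and 699). Fixed frozen sections gave 764 of 9385 (315 and 449) and paraffin sections 295 of 8969 (78 and 217). Thinning to one total lowered these numbers to 244 and 150 in the fresh-frozen conditions, 200 in fixed frozen sections and 122 in paraffin sections, so that the order of the conditions changed. With TE-permeabilized replicates thinned to the totals of the paraffin replicates, an alternative chosen after seeing the data, 323 genes were called. DESeq2 called 1616, 999, 392 and 101 genes in the 4 conditions. In paraffin sections the split depended on the tool, with 56 higher and 45 lower in CA1 by DESeq2. With DESeq2 size factors in edgeR it was 106 and 157. In paraffin sections DESeq2 moved the number most, to 97 with CA3 included, and in the other conditions thinning did (209 with HCl when the replicate number was a block). Without thinning, the replicate number as a block raised the calls in TE-permeabilized fresh-frozen sections from 1420 to 2262. With 1 replicate left out, the calls fell to between 1776 and 2491 with HCl, 1066 and 1296 with TE, 488 and 695 in fixed frozen sections, and 195 and 272 in paraffin sections. The lowest of these came without CA1 replicate 2 in fixed frozen sections and without DG replicate 2 in paraffin sections. In simulated counts with the depth and spread of each condition, a log2 change of 2 was recovered for 71.3% of the changed genes with HCl, 77.2% with TE, 56.9% in fixed frozen sections and 50.0% in paraffin sections. Simulated counts without any change gave 0 calls in paraffin sections by edgeR, which left 97 genes higher and 258 lower in CA1 at an unadjusted p under 0.05, and 62 and 58 by DESeq2.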

## Limitations

In the PIC method, multiple ROIs can be irradiated simultaneously, but they cannot be separated as different samples. A total of 3 × 10^6^ reads is often sufficient for sequencing analysis, but 1–2 × 10^7^ reads are recommended for small ROIs and/or for comparison between ROIs with similar characteristics. Empirically, a transcriptome of sufficient depth can be obtained with over 100 cells, but we have experienced that library yields are much lower in some tissues, such as the myocardium and aorta. Therefore, it is necessary to consider the number of cells to be irradiated for the tissues being analyzed for the first time. The first step was to irradiate 100 cells and monitor the library synthesis using a BioAnalyzer. If the library yield is lower than desired, the number of irradiated cells should be increased.

## Troubleshooting

### Problem 1

No/reduced immunostaining (step 22).

### Potential solution

Loss of antigens: Increase the fixation time to prevent dissipative loss of antigens (see Figure 1).

Poor antibody specificity: Test with an antibody that does not require antigen retrievals or is reactive to the antigens even after permeabilization with HCl or TE-heating.

### Problem 2

No/reduced library yield.

### Potential solution

Degraded RNA: Frozen tissues should be stored at −80°C, but store paraffin blocks at 4°C or lower. After sectioning, proceed with PIC experiment immediately or store the sections at −80°C.

Over-fixation: Reduce the fixation time or use fresh-frozen tissues to decrease the cross-linkage of mRNAs. Empirically, even fixation for 10 min improves preservation of tissue morphology of small organs and embryos, and fixation for 6 h effectively prevents dissipative antigen loss (Figure 1B).

Low cell number for ROIs: Try to irradiate 100 or more cells (step 22). In addition, barcoded *in situ* RT (step 3) and pooling (step 26) of multiple samples can reduce the loss in subsequent library synthesis.

Insufficient uncaging: Maximize the power of the light source and increase photo-irradiation time (step 22; Figure 2F).

### Problem 3

Background signal from non-irradiated samples.

### Potential solution

Unexpected uncaging: Order an OPC-grade purification rather than an HPLC purification (see “synthesis of caged RT primer” in before you begin). Ensure that the samples are shielded from light when storing the caged primer and conducting the extended period incubation steps, such as *in situ* RT, antibody reactions, cell lysis, and second-strand DNA synthesis (steps 8, 14, 15, 17, 19, 25, 27, 30, and 32).

### Problem 4

Decreased detection of DEGs (step 135).

### Potential solution

Low number of replicas: For each sample group, prepare at least 3–4 replicates and more, if possible, to increase statistical power.

Contamination by unexpected uncaging: Ensure that the samples are light shielded, as noted above. When observing the nuclear staining and immunostaining images, make sure to excite with ≥425 nm wavelength and ensure that the DMD light source is turned off.

## Resource availability

### Lead contact

Further information and requests for resources and reagents should be directed to and will be fulfilled by the lead contact, Shinya Oki ().

### Materials availability

All materials are available commercially.

## Data Availability

The datasets generated during our study are available on GEO with accession number GSE195459 and are referenced in the original study.

How the deposited data were processed for this re-analysis (not part of the article)

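PIC was applied to sections of the adult mouse hippocampus in 4 histological conditions, which were fresh-frozen sections permeabilized with 0.1 N HCl for 5 min, fresh-frozen sections permeabilized with TE, formalin-fixed frozen sections with TE and formalin-fixed paraffin sections with TE. In each condition CA1, CA3 and DG were irradiated in 4 replicates each. The description of the series names CA2 in place of CA3, and the names in the paper and in the sample titles were followed. The 4 replicates of a region and condition carried different barcodes of 6 bases and were pooled in 1 library, so that within a condition differences between libraries and between regions coincide, and between conditions each region contributes 1 library per condition. The paper's text does not name which mouse gave which replicate, and replicates were taken by the numbers given in the count table.

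The authors extracted barcodes and UMIs of 6 bases with UMI-tools, trimmed reads with Trim Galore!, aligned them to GRCm38 with HISAT2, assigned them with featureCounts and counted different UMIs per gene and barcode with UMI-tools. Their table holds whole numbers for 32546 genes and 48 replicates, without normalization, and all 48 columns were used. A table of barcode sequences was not used. The release of the annotation behind the counts is not named in the paper's text. Positions were taken from GENCODE M21, which held 32530 of the gene identifiers, and 773 genes without a symbol were kept under their identifiers. Read numbers and library yields were not analysed here.

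The tools were edgeR 4.0.16, DESeq2 1.42.0 and limma 3.58.1 in R 4.3.3, and numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 in Python 3.11.15. The authors called genes with DESeq2 and used its regularized log for PCA. Here DESeq2 was an alternative, and regions were compared within each condition with edgeR's quasi-likelihood test on the 8 replicates of both regions, with TMM normalization, genes with at least 10 UMIs summed over the replicates fitted, and p-values adjusted by the Benjamini-Hochberg method. A gene was called at an adjusted p under 0.05. Conditions were compared in the same way on 24 replicates with region as a covariate, and the effect of region was compared between conditions with an interaction term against TE-permeabilized fresh-frozen sections. Log2 fold changes have the first group over the second. Their standard errors are the absolute log2 fold change divided by the square root of the F statistic of edgeR's test. They add no information to the p-value of that test. CPM were UMIs scaled by the total of each replicate.

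Totals and detected genes (at least 1 UMI) were compared with two-sided permutation tests (100000 permutations within regions) and, within a region, with exact permutation tests of 4 against 4 replicates. Detected genes at one depth are means over 10 random draws of 35932 UMIs, the smallest total. All other results on thinned counts used only the first of these draws. The thinning to the paraffin totals was not repeated either, so the spread between draws was not measured for these results. PCA used the regularized log of DESeq2 and prcomp on centred values per condition. Separation of the regions was tested by the mean silhouette width on the first 2 components over all 5775 divisions of 12 replicates into 3 groups. Agreement between conditions was the slope of log2 fold changes across genes called in HCl-permeabilized sections, with a jackknife SE over replicates. Whether replicates with the same number deviate together was measured by the correlation across genes of deviations from the library mean, for genes with a mean of at least 5 UMIs in both libraries and a pseudocount of 10 CPM.

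Genes named in the text are those the paper names and Gapdh, the 5 largest mean log2 fold changes in each direction among genes called between CA1 and DG in all 4 conditions, the 5 largest changes in each direction between conditions among called genes with the same sign in all 3 regions and a mean of at least 10 UMIs per replicate, genes with a count of at least 90% of the different UMIs of 6 bases, and the members of marker lists for CA1, CA2, CA3, DG, erythrocytes, choroid plexus, oligodendrocytes, astrocytes, microglia, endothelium, interneurons, immediate early genes, nuclear-retained transcripts and Y-linked genes. Results for the CA1 list as a whole were at first left out of the text after the analysis, and are given in the closing section. This rule, the comparisons and the alternatives were set before the data were examined, apart from the thinning of TE-permeabilized fresh-frozen replicates to the totals of the paraffin replicates for the calls between CA1 and DG. Several tests of explanations were also chosen later, and the closing section names them. A set of 10 satellite-like genes within the first 3100000 bases of chromosome 9 and a set of 1198 olfactory and vomeronasal receptor genes were chosen later.

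The alternatives were DESeq2 on the same replicates, DESeq2 size factors in edgeR, no filter on low counts, filterByExpr, CA3 replicates included in the fit with either tool, the replicate number as a block, random thinning of all replicates to the smallest total with and without the block, a correction for UMIs drawn more than once, mitochondrial genes left out, and each replicate left out in turn. For PCA they were the 500 most variable genes, the variance stabilizing transformation, log2 CPM with a pseudocount of 10, thinning, and 3 components. Trends of expression on GC content or transcript length were removed as offsets per replicate. Divisions of the replicates into other groups were refitted, all 35 for 4 replicates against 4 and 100 drawn at random for 12 against 12. The tests were checked on simulated data with known changes, and the precision at each depth is given by the share of simulated changes that was recovered. For groups without a UMI, fold changes are bounded with a floor of 3 counts over the group.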

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

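The tests of haemoglobin against depth and of genomic DNA as a source of the CA1 and DG differences with HCl, and the satellite-like and receptor gene sets, were chosen only after the result was seen.

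Within groups of 4 replicates, 8 of 120 groups over 10 measures had a replicate far from the other 3, where chance gives about 1 in 20 groups, or 6. After thinning, paraffin CA1 replicate 1 had 8946.0 genes and the others 7919.2 to 8083.0. Mitochondrial genes made up 8.26% of the UMIs of HCl CA1 replicate 4 and 3.10% to 3.56% in the other replicates. The 100 most abundant genes took 22.9% of the UMIs of paraffin CA3 replicate 2 and 25.5% to 25.7% in the others. In CPM (UMIs scaled by the total of the replicate), Wfs1 stood at 77.2 in DG replicate 3 of TE-permeabilized fresh-frozen sections (others 30.7 to 37.4), Ociad2 with HCl at 216.1 in CA1 replicate 1 (241.6 to 244.3) and 173.1 in DG replicate 1 (87.9 to 93.9), and Prox1 at 223.1 in CA3 replicate 2 of TE-permeabilized fresh-frozen sections (189.5 to 194.5) and 486.2 in DG replicate 4 of fixed frozen sections (700.7 to 742.3). The mitochondrial share stays open. Of the mitochondrial genes only mt-Rnr2 reached the number of different UMIs, up to 1.06 times, and DG replicates 1 and 4 with HCl, whose highest counts of 3209 and 2557 were under it, had shares of 3.08% and 2.97%. For paraffin CA1 replicate 1, genomic DNA was tested as a source of further genes and stays open. Across the 12 paraffin replicates, UMIs of receptor genes and genes after thinning had a Pearson's r of 0.659 (permutation test, p = 0.0182, adjusted p = 0.0728 over 4 conditions) and a Spearman's rho of 0.552 (p = 0.0659), and r was 0.319 without the 2 replicates farthest out. For the other 6 replicates no technical explanation and no biological explanation was tested.

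The difference between CA1 and DG itself differed from that in TE-permeabilized fresh-frozen sections (edgeR, interaction term) for 233 genes with HCl, of which 144 were shifted towards CA1, for 51 genes in fixed frozen sections (7 towards CA1) and for 139 genes in paraffin sections (22 towards CA1). After thinning the numbers were 17, 6 and 12, and with the replicate block 579, 155 and 271. The direction with HCl depended on the setting, with 17 towards CA1 and 0 away after thinning, and 257 and 322 with the replicate block. Lower depth may leave fewer genes towards CA1 in paraffin sections, where the split after thinning was 7 and 5, whereas in fixed frozen sections it was 1 and 5. Simulated counts without any change had 153 genes towards CA1 and 693 away in paraffin sections at an unadjusted p under 0.05 with edgeR. In fixed frozen sections they had 171 and 515, so depth may contribute there as well. An effect of histology on the regional difference, which the design also names, stays open and untested apart from depth.

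Among named genes with HCl, Gapdh differed by 3.15 (adjusted p = 0.0186 from edgeR) and Gm28438 by 3.04 (adjusted p = 0.000280). The difference of Gapdh had an adjusted p of 1.83e-05 with the replicate block and 0.746 after thinning, and that of Gm28438 of 1.31e-05 and 0.934. The SE of the Gapdh difference was 0.75. Gapdh had few UMIs in the TE-permeabilized fresh-frozen, fixed frozen and paraffin replicates. After thinning it did not reach the 10 UMIs required for the interaction test of fixed frozen or of paraffin sections. The size of its difference with HCl is therefore uncertain. Only with the replicate block were Wfs1 (adjusted p = 0.0164) and Pou3f1 (0.0264) also past the threshold with HCl, Egr1 (0.0167) and Pou3f1 (0.00951) in fixed frozen sections, and Mal (0.00544) in paraffin sections. Gm28438 is annotated as an unprocessed pseudogene. A candidate explanation for such genes is genomic DNA in the CA1 libraries with HCl. Olfactory and vomeronasal receptor genes served as a measure of it, and 86.5% of those tested with HCl (32 of 37) had a higher level in CA1, against 51.5% of all genes. Of these, 9 were called higher and 1 lower by edgeR, and 2 higher by DESeq2. For Gapdh and Gm28438 themselves this was not tested. Gm28438 was called higher in CA1 in all 4 conditions, so its difference is not limited to HCl, and a regional difference that is larger with HCl stays open.

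In paraffin sections the difference was smaller than in TE-permeabilized fresh-frozen sections for Wfs1 by -2.52 (adjusted p = 0.0208) and for Pou3f1 by -1.97 (adjusted p = 0.000993). After thinning the values were -2.36 (adjusted p = 0.806) for Wfs1 and -0.15 (adjusted p = 1.00) for Pou3f1. Depth could therefore contribute for Pou3f1, whereas for Wfs1 the value stayed while the counts became too few to test it. The number of genes with such a difference was 12 after thinning. The CA1 marker list had a median log2 fold change of CA1 over DG of 2.97 with TE, with 6 of 6 called. In paraffin sections it was 1.23, with 2 of 4 called. From fixed frozen to paraffin sections, the CA1 list changed by a median of -0.63, with 2 of 5 called lower. The DG list changed by -1.16, with 4 of 8 called lower, so the fall was not limited to CA1 markers. A loss of CA1 transcripts in paraffin tissue stays open and was not tested as such.

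The paper does not analyse the 10 satellite-like genes of chromosome 9. They had 3297.7 ± 2569.4 CPM in CA1 with HCl (SD, n = 4), 641.1 in CA3 and 145.3 in DG, and 2929.5 ± 1314.3 in CA1 of paraffin sections, 801.4 in CA3 and 336.9 in DG, whereas TE-permeabilized fresh-frozen sections had between 53.6 and 79.3. HCl CA1 replicate 4 had 7151.1, and the lowest CA1 replicate with HCl still had 1950.8. The 1198 olfactory and vomeronasal receptor genes had 1071.4 ± 575.4 CPM in CA1 with HCl (237.1 in DG) and 2060.9 in CA1 of paraffin sections (849.9 in DG). The ratios of CA1 over DG were 22.7 and 4.52 with HCl (two-sided exact permutation test, p = 0.0286, the smallest possible) and 8.70 (p = 0.0286) and 2.42 (exact permutation test, p = 0.114) in paraffin sections. After thinning the first ratio was 26.2. This cannot decide on lower depth, because random thinning leaves the expected share of a gene set unchanged. Genomic DNA carried into the libraries may explain both sets. Across the 12 libraries their levels had a Spearman's rho of 0.860 (permutation test, p = 0.00085) and a Pearson's r of 0.902 (p = 0.00017), and r was 0.838 without the 2 libraries farthest out. Within conditions r across replicates was 0.952 with HCl, 0.845 in paraffin sections (0.733 without 2), 0.713 in fixed frozen sections (0.391 without 2, so that it rests on those replicates) and 0.522 in TE-permeabilized fresh-frozen sections (permutation test, p = 0.0805). Transcription of these sequences in CA1 stays open as untested.

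The 5 erythrocyte genes had 430.6 ± 145.5 CPM in TE-permeabilized fresh-frozen sections and 259.2 ± 160.7 with HCl (SD, n = 12), but 18.2 in fixed frozen and 6.23 in paraffin sections. Against lower depth, the highest of the 24 fixed replicates had 110.7, under the lowest fresh-frozen replicate with 120.4. Against a loss of vessel cells, the endothelial list had a median log2 change of -1.48 from fresh-frozen to fixed frozen sections with TE, and the erythrocyte list one of -4.23. Removal of blood before or during fixation, a difference that comes with the histological condition, is a possible explanation. It stays untested, and the paper's text does not name perfusion.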

How the results depend on the processing

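All alternatives were set before the data were examined, apart from the thinning of TE-permeabilized fresh-frozen replicates to the totals of the paraffin replicates for the genes called and named between CA1 and DG, which was chosen after seeing the data. The ratio of UMIs between fresh-frozen and fixed sections kept its direction and its side of the threshold under 3 other settings and with each replicate number left out (5.55 to 6.21), and the ratio of detected genes did so as well (1.07 to 2.45). In the PCA of each condition, the permutation p of the silhouette width stayed on its side of the threshold under the 5 other settings and with each of 12 replicates left out, and the largest was that of the variance stabilizing transformation in TE-permeabilized fresh-frozen sections (0.0102). The regions themselves overlapped under some transforms. With the variance stabilizing transformation, CA1 had a mean width of -0.135 with HCl, and in paraffin sections CA1 had -0.0866 and CA3 -0.0103. With log2 CPM, CA1 had -0.00243 with HCl and -0.0172 in paraffin sections.

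Genes called between CA1 and DG numbered 2526 with HCl, 1420 with TE, 764 in fixed frozen and 295 in paraffin sections. DESeq2 on the same replicates gave 1616 with HCl, 392 in fixed frozen and 101 in paraffin sections, and with CA3 included 404 and 97 in the fixed conditions. Between CA3 and DG, DESeq2 gave 445 in place of 867 in fixed frozen and 151 in place of 301 in paraffin sections, and between CA1 and CA3 291 in place of 597 and 86 in place of 177. The cause was not tested. The filter filterByExpr left 2774 genes to test in fixed frozen and 1376 in paraffin sections, and 501 and 142 calls. Thinning, which removes UMIs by construction, left 244, 150, 200 and 122 calls in the order of the conditions, and 209, 169, 213 and 151 with the replicate number as a block. TE-permeabilized replicates thinned to the paraffin totals gave 323. The replicate number as a block raised the calls in TE-permeabilized fresh-frozen sections to 2262 between CA1 and DG, 1946 between CA3 and DG and 1222 between CA1 and CA3, and to 2619 between CA3 and DG with HCl, and the cause was not tested beyond the correlations of same-numbered replicates. DESeq2 size factors, no filter, CA3 included in edgeR, corrected UMI collisions and omitted mitochondrial genes kept the CA1 and DG counts within 1.5 times.

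Leaving out replicates gave 937 to 1344 calls between CA1 and CA3 with HCl (lowest without CA1 replicate 3), 715 to 995 between CA3 and DG with TE (lowest without DG replicate 2), 488 to 695 between CA1 and DG in fixed frozen sections (lowest without CA1 replicate 2) and 195 to 272 in paraffin sections (lowest without DG replicate 2). In paraffin sections the range was 172 to 429 between CA3 and DG and 95 to 273 between CA1 and CA3, and the highest counts came without CA3 replicate 1. Fewer replicates lower the number of calls by construction, while the cause of the higher counts was not tested.

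The share of calls higher in CA1 in paraffin sections was 26.4% with TMM, 40.3% with DESeq2 size factors in edgeR and 55.4% with DESeq2, or 78 higher and 217 lower, 106 and 157, and 56 and 45. In fixed frozen sections filterByExpr moved it from 41.2% to 52.1%. Of the genes called between paraffin and fixed frozen sections, 48.7% were higher in paraffin with TMM (1666 and 1753) and 65.7% with DESeq2 size factors (2353 and 1231), which moved the median of all genes from 0.05 to 0.22. Thinning lowered the calls from 7733 to 2557 for fixed frozen against fresh-frozen sections with TE. For HCl against TE they fell from 5550 to 675, and for paraffin against fixed frozen sections from 3419 to 1428. Of the calls before thinning, 2483, 637 and 1312 stayed called in the same direction.

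Genes whose CA1 and DG difference was not the same as in TE-permeabilized fresh-frozen sections numbered 233 for HCl, 51 for fixed frozen and 139 for paraffin sections. They were 17, 6 and 12 after thinning, 579, 155 and 271 with the replicate number as a block, and without a filter 26 for fixed frozen and 74 for paraffin sections. The cause of the latter changes was not tested. The slope of fixed frozen on TE-permeabilized fresh-frozen fold changes (0.976) was 1.17 over genes called in all 3 frozen conditions, 0.928 with DESeq2, 0.776 with TE-permeabilized replicates thinned to the paraffin totals and 0.731 with all replicates thinned, and that of paraffin sections (0.649) was 0.525 and 0.508 in the last 2 cases. Thinning adds noise to the fold changes on the x axis, which lowers a slope by construction, and the cause of the other changes was not tested.

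The direction of Gapdh in fixed frozen sections (0.22, adjusted p = 0.928 from edgeR) was reversed without CA1 replicate 2 (-0.13) or CA1 replicate 3 (-0.12), in a range up to 1.25, and that of Wfs1 in paraffin sections (0.53) without CA1 replicate 4 (-0.31), in a range up to 0.97. The cause was not tested. For the 5 genes the paper names, 212 of 221 values under other settings and 154 of 160 with a replicate left out kept direction and call, and for the 10 genes with the largest mean changes 376 of 410 and 305 of 320. Of 208 and 120 values for genes named between conditions, 1 lost its call, that of ENSMUSG00000109836 (HCl against TE) after thinning. No value was obtained for 37 gene and setting pairs in which the gene was not tested and for 17 without an adjusted p from DESeq2. Depth limits what could be recovered. In simulated data a log2 change of 2 was found for 50.0% of genes between CA1 and DG in paraffin sections and 77.2% in TE-permeabilized fresh-frozen sections, and for 15.8% of genes in the interaction between them.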

Differences from the paper's values

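The settings behind the values given first below were set before the data were examined, and none was changed after the comparison with the paper's values. The paper's percentages on the PCA axes were higher than those computed here. On the first component, the paper's value is about 53% in Fig. 4D, read by eye, for HCl-permeabilized fresh-frozen sections, against 32.3% here. For TE-permeabilized fresh-frozen sections it is about 50% in Fig. 4D, read by eye, against 27.6% here, for fixed frozen sections about 38% in Fig. 4D, read by eye, against 20.0%, and for paraffin sections about 34% in Fig. 4D, read by eye, against 19.3%. On the second component, the paper's value is about 33% in Fig. 4D, read by eye, for fixed frozen sections against 18.9% here, and about 24% in Fig. 4D, read by eye, for paraffin sections against 15.1%. Of the 16 alternatives set before the data were examined, only the PCA of the 500 genes of highest variance came within the limits of the paper's value in all 6 cases. It gave 59.1%, 54.1%, 40.6% and 33.0% on the first component, and 32.7% and 26.8% on the second component of fixed frozen and paraffin sections. The other 15 alternatives differed on the first component in each condition and on the second component of fixed frozen sections. On the second component of paraffin sections, 4 further alternatives came within the limits and 11 did not. These 4 were the PCA without CA3 replicate 1 (16.3%), replicate 2 (16.6%), replicate 3 (17.2%) or replicate 4 (16.6%). The limits were wide, since 16.3% counted as within those of about 24% while 15.1% did not.

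The paper states that Pdzd2 was not a significant DEG in paraffin sections. Here edgeR gave an adjusted p of 0.0177, whereas the paper names DESeq2 as its tool for calling genes. Pdzd2 was not called by DESeq2 on the same 8 replicates (adjusted p = 0.146), by DESeq2 with CA3 included (0.175), after thinning (0.144), after thinning with the replicate number as a block (0.146), or without CA1 replicate 2 (0.0660), CA1 replicate 3 (0.102), DG replicate 3 (0.0761) or DG replicate 4 (0.0563). It was called under the other 10 of 18 alternatives.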

Other observations

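The tests of the number of different UMIs, of replicate 4, of the barcodes in fixed frozen and paraffin sections taken apart, of the share of calls higher in DG in paraffin sections and of genes that differ between replicate numbers were chosen only after the result was seen.

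Other divisions of the same replicates were refitted for each count of called genes. In the 12 comparisons of regions, the real division had the most calls, so that 1 of 35 divisions reached its count. The largest other count was 29 between CA1 and DG, 27 between CA3 and DG and 52 between CA1 and CA3 in paraffin sections, and at most 41 in the other conditions. Among the 8 divisions that part all same-numbered replicates the real one was also the largest. The 3 comparisons of conditions had the most calls in 1 of 100 divisions, the real one, and the largest other counts were 74, 120 and 230.

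Region and library pool coincide in each condition. Of the genes called between CA1 and DG in one condition, at least 72.3% had the same sign in another. Differences between pools would give signs at random only if they were independent between conditions, which was not tested. The CA1 and DG marker lists were set before the data were examined. In each frozen condition 0 of 8 DG markers had a log2 fold change of CA1 over DG above 0. Of the CA1 markers tested, 6 of 6 with HCl, 6 of 6 with TE and 5 of 5 in fixed frozen sections were above 0. These directions argue against pool as the whole cause for the 2 lists. For other genes, pool and region cannot be told apart here. Between CA3 and DG, 1363 genes were called with HCl (676 higher in CA3), 1138 with TE (626), 867 in fixed frozen sections (401) and 301 in paraffin sections (181). Between CA1 and CA3 the numbers were 1428 (636 higher in CA1), 640 (290), 597 (277) and 177 (48).

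Fixed frozen sections differed from TE-permeabilized fresh-frozen sections in 7733 genes, 2505 higher and 5228 lower, with a median over all genes of -0.39 (-0.19 with DESeq2). After thinning, 1168 genes were higher and 1389 lower, and simulated counts without any change gave 92 higher and 1376 lower at an unadjusted p under 0.05, so the split into higher and lower genes depends on depth. The largest rises were those of Sumo2 (6.03), Rpl37rt (5.03), Gm7336 (4.58), ENSMUSG00000097703 (4.58) and Psmb5 (4.29), and the largest falls those of Cnot3, Gm43829 and Gm37628, which had 0 UMIs in all 12 fixed frozen replicates, Hba-a1 (-6.04) and 4932422M17Rik (-5.96). HCl and TE differed in 5550 genes, 2945 higher with HCl, with the largest rises in satellite-like genes such as Gm10717 (4.17) and the largest falls in ENSMUSG00000109836 (-2.40), Chchd2 (-2.29), Rps27a (-2.29), 4932422M17Rik (-2.29) and Rnf227 (-2.19). Paraffin sections differed from fixed frozen sections in 3419 genes, with rises of ENSMUSG00000097312 (3.83), Neat1 (3.41), Gm10801 (3.26), Ttr (2.67, but 1.39 without replicate 1) and Gm10717 (2.57) and falls of Psmb5 (-2.61), Pfn2 (-2.37), Ndufb11 (-2.35), Atp6v0d1 (-2.33) and Hspa2 (-2.31). GC content and transcript length were tested as explanations. With the GC trend removed, 93.6%, 78.1% and 95.9% of the calls of the 3 comparisons stayed in the same direction, and with the length trend removed 81.8%, 97.7% and 90.7%, which argues against either trend as the whole cause. Each condition had 3 library pools, and fits on CA1, CA3 or DG alone called 3149, 3808 and 4467 of the 7733 genes in the same direction, 2530, 1964 and 1973 of the 5550, and 871, 834 and 1791 of the 3419. What the 3 pools of a condition share cannot be separated from the condition here, and effects of fixation, permeabilization and embedding stay open.

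Nuclear-retained transcripts (Malat1, Meg3, Neat1, Snhg11 and Xist) had 8394.2 CPM with HCl, 6694.9 with TE, 1809.0 in fixed frozen and 7838.6 in paraffin sections. Their median log2 change was -1.59 from fresh-frozen to fixed frozen sections with TE and 2.13 from fixed frozen to paraffin sections, where 4 of 4 genes tested were called (4 when adjusted over the list alone). With the length trend removed the latter was 2.00 and with the GC trend removed 2.13, which argues against both. A better access to nuclear RNA after embedding in paraffin stays open as untested.

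After thinning, paraffin sections had more detected genes than fixed frozen sections. Dominance of a few genes is argued against, since the 100 most abundant genes took 24.4% of the UMIs in fixed frozen and 24.9% in paraffin sections. Genomic DNA cannot be told apart from other causes, because the correlation with receptor genes across the 12 paraffin replicates (0.659) did not hold after adjustment.

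CA1 over DG fold changes were smaller in paraffin sections than in fresh-frozen sections. On the fold changes with HCl, over the 1699 genes tested in every fit, the slope was 0.566 with TE, 0.602 in fixed frozen and 0.461 in paraffin sections. The gap between TE and paraffin of 0.105 was about as large as 2 joint standard errors (0.104), and that between TE thinned to the paraffin totals and paraffin was 0.0811 (2 standard errors 0.0786). Over genes above the median paraffin count the paraffin slope was 0.426. Depth, low counts and the choice of genes cannot be told apart from a real loss of contrast with these errors. On the fold changes with TE, the gap between fixed frozen and paraffin sections was 0.348 (2 standard errors 0.127).

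In paraffin sections most genes called by edgeR were higher in DG, whose replicates had a mean of 136826 UMIs against 52284 in CA1. When TE-permeabilized fresh-frozen replicates were thinned to the paraffin totals, 31.6% of the calls were higher in CA1, against 26.4% in paraffin sections and 50.8% before thinning. The unequal depth may therefore produce the split in edgeR. It depends on the tool, since 55.4% of the calls of DESeq2 were higher in CA1 (56 higher and 45 lower), and 52.5% of those of edgeR after thinning. Simulated counts without a difference between the regions had the same asymmetry at an unadjusted p under 0.05 with edgeR, 97 genes higher and 258 lower in CA1, but not with DESeq2, 62 and 58.

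Replicates with the same number deviated together from the mean of their library. Across genes, which are not independent replicates, the median correlation of same-numbered replicates within a condition was 0.113 with HCl, 0.271 with TE, 0.101 in fixed frozen and 0.181 in paraffin sections. After thinning that of TE was 0.101, which argues against depth as the whole cause. Between HCl and TE the median was 0.219, with 36 of 36 pairs above 0. It was 0.0709 after thinning, with 33 of 36 above 0. Between fresh-frozen and fixed sections, which come from different tissue, the median was 0.0466, and 114 of 144 pairs were above 0. The pairs with fixed frozen sections made up most of this, with medians of 0.0601 for HCl and 0.0560 for TE (36 of 36 pairs above 0 each). With paraffin sections the medians were 0.0251 (22 of 36) and 0.00776 (20 of 36), and the latter was -0.00301 after thinning. A part of the barcodes, the same 4 in every library, therefore cannot be told apart from other causes, because it would be expected with paraffin sections as well. Replicate 4 had the fewest UMIs in 12 of 12 libraries, and a lower efficiency of its barcode is a candidate explanation. With the replicate block, 2262 genes were called between CA1 and DG in TE-permeabilized fresh-frozen sections. Mice shared by the regions, which the design allows, stay open. The main tests had no replicate block and so took same-numbered replicates of different regions as independent.

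In TE-permeabilized fresh-frozen sections, 1494 genes differed between replicate numbers, 54 of them by at least 3 on the log2 scale. The genes named here were chosen after their values were seen. Gm37542 had 32, 139 and 56 UMIs in replicate 2 of CA1, CA3 and DG and at most 2 in the other replicates. With HCl it was high in replicate 2 of CA3 (129) and DG (102) and in replicate 3 of CA1 (70). In fixed frozen sections it had UMIs in replicate 3 only (3, 2 and 10 in CA1, CA3 and DG). Paraffin replicates had at most 3, in replicates 2 and 4, so its counts in fixed sections were low. The profile of such genes with TE correlated across genes with those of CA3 (0.824) and DG (0.783) with HCl but not with that of CA1 (0.0823). Mice that share a number in all fresh-frozen sections cannot be decided from this, and another order of the numbers in CA1 with HCl is only a hypothesis. Over the 54 genes, the reversed order had the highest correlation of the 24 orders there (0.457), but the second highest was 0.454. Barcodes cannot be decided either, because the highest correlation among fixed libraries at one depth was 0.215.

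Counts of mt-Rnr2 levelled off between replicates. The highest count, of mt-Rnr2, was 4356, or 1.06 times the 4096 different UMIs of 6 bases, and 18 counts were above that number. In 21 fresh-frozen and 2 fixed replicates, of which the fresh-frozen totals spanned a 3.78-fold range, at least 1 of mt-Rnr2, mt-Nd1, mt-Nd4 and mt-Rnr1 stood at 90% of it or more. The values are consistent with a limit set by the number of UMIs, and for a gene at 10% of this number the correction for UMIs drawn more than once adds 5.36%.

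The other marker lists were compared between CA1 and DG with edgeR. CA1 markers had medians of 2.08 with HCl, 2.97 with TE, 2.29 in fixed frozen and 1.23 in paraffin sections. Of those tested, 6 of 6, 6 of 6, 5 of 5 and 2 of 4 were called higher in CA1. In paraffin sections the median log2 fold change was -1.86 for DG markers, with 2 of 7 called (6 when adjusted over the list alone). Oligodendrocyte genes were higher in CA1 in HCl, TE, fixed frozen and paraffin sections, with 7, 7, 7 and 3 of 7 called (7, 7, 7 and 4 when adjusted over the list alone) and medians of 1.52, 1.62, 2.41 and 0.69. They were also higher in paraffin than in fixed frozen sections, with a median of 1.68. In the same order, CA2 markers had medians of 0.04, -0.53, -2.07 and -1.41, and CA3 markers of -0.70, -1.36, -2.17 and 0.64. Astrocyte genes had -0.48, -0.51, -0.49 and -0.88, microglial genes 0.43, 0.42, -0.05 and -0.72, and endothelial genes 0.02, -0.03, 0.10 and -0.96. Interneuron genes had 0.43, 0.70, 0.40 and 0.10, immediate early genes 1.29, 1.82, 1.68 and 1.28, and erythrocyte genes -0.83, -0.46, -0.21 and -3.90. Choroid plexus genes changed direction between conditions, with 1.07, -2.58, 1.25 and -3.91. Y-linked genes, for male mice, had medians between -0.10 and 0.01. With genes that had no UMI in CA1 or in DG at their bound, the medians became -1.50 for CA2 markers in fixed frozen sections, -2.10 for choroid plexus genes with TE, and -1.79 for DG markers, -0.80 for choroid plexus genes and -0.49 for the 1 erythrocyte gene tested in paraffin sections. The lists summed to between 13 UMIs for erythrocyte genes in paraffin sections and 67815 for oligodendrocyte genes with HCl, and no explanation was tested for these lists.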
